# Chronically dysregulated NOTCH1 interactome in the dentate gyrus after traumatic brain injury

**DOI:** 10.1371/journal.pone.0172521

**Published:** 2017-03-08

**Authors:** Noora Puhakka, Anna Maria Bot, Niina Vuokila, Konrad Jozef Debski, Katarzyna Lukasiuk, Asla Pitkänen

## Abstract

Traumatic brain injury (TBI) can result in several dentate gyrus-regulated disabilities. Almost nothing is known about the chronic molecular changes after TBI, and their potential as treatment targets. We hypothesized that chronic transcriptional alterations after TBI are under microRNA (miRNA) control. Expression of miRNAs and their targets in the dentate gyrus was analyzed using microarrays at 3 months after experimental TBI. Of 305 miRNAs present on the miRNA-array, 12 were downregulated (p<0.05). In parallel, 75 of their target genes were upregulated (p<0.05). A bioinformatics analysis of miRNA targets highlighted the dysregulation of the transcription factor NOTCH1 and 39 of its target genes (NOTCH1 interactome). Validation assays confirmed downregulation of miR-139-5p, upregulation of *Notch1* and its activated protein, and positive enrichment of NOTCH1 target gene expression. These findings demonstrate that miRNA-based transcriptional regulation can be present at chronic time points after TBI, and highlight the NOTCH1 interactome as one of the mechanisms behind the dentate gyrus pathology-related morbidities.

## Introduction

Each year ~1.5 million people in the United States and 2.5 million in Europe suffer traumatic brain injury (TBI) [1–3]. Some data suggest that life-compromising functional impairments develop in up to 43% of injured patients [2]. According to the World Health Organization, TBI will surpass many other diseases as the major cause of death and disability by the year 2020 http://www.who.int/violence_injury_prevention/road_traffic/activities/neurotrauma/en/). Thus, there is an urgent need to identify the molecular mechanisms of the post-TBI aftermath that could serve as treatment targets to improve recovery.

Current therapeutic interventions aimed at improving post-TBI recovery are focused on alleviating secondary brain damage during the first post-injury weeks [4–6]. Recent studies demonstrated that the development of secondary pathologies can continue for several weeks or even months, suggesting that the need for recovery-enhancing treatments could be more long-lasting than previously thought [7–11]. Very few studies, however, have investigated the molecular mechanisms of the evolution or maintenance of secondary pathologies beyond the first 2 weeks post-TBI [12–13]. Expression of micro RNAs (miRNAs) during the post-TBI aftermath was recently identified, and this promising category of transcriptional regulators has regulatory activities that persist for weeks to months beyond their expression [14–16].

Micro RNAs are small (19–22 nucleotides long) endogenous RNA molecules that regulate the expression of specific target genes at the post-transcriptional level via sequence-specific (seed) binding to the 3’ untranslated region (reviewed by [17]), which blocks protein translation or causes the degradation of target mRNAs [17]. Micro RNAs are highly conserved among species and there are no known sex differences [15, 18], which makes them appealing therapeutic targets in animal models of human disease. Moreover, miRNAs, especially circulating miRNAs, have demonstrated their potential as therapeutics as well as biomarkers for detecting the disease process and therapeutic response in humans, including brain cancers, Alzheimer’s disease, epilepsy, and multiple sclerosis [19–24]. In the acute stage after experimental TBI, dysregulated miRNAs reportedly target biologic processes, such as cellular functions (e.g., differentiation, proliferation), transcription, signal transduction, growth, protein modification, and response to stress, which can further impair recovery [14–15]. Surprisingly, despite this background, studies investigating brain miRNAs during the chronic post-TBI recovery phase to pinpoint miRNA-regulated molecular networks that could serve as therapeutic targets or biomarkers for TBI outcome have not yet been performed.

We hypothesized that chronically maintained post-TBI transcriptional changes are under miRNA regulation. Further, identification of those miRNAs and their target transcriptomes will reveal novel candidate pathways that could be modulated to enhance post-TBI recovery. With this aim, we induced TBI with lateral fluid-percussion injury, sampled the dentate gyrus at 3 months post-TBI, and assessed the expression of miRNAs using Exiqon miRNA arrays and their target mRNAs using an Affymetrix microarray. Our data pinpointed 12 miRNAs that were regulated at 3 months post-TBI. Further analysis indicated post-transcriptional regulation of the transcription factor NOTCH1 interactome present at chronic time points, which was confirmed with reverse transcription –polymerase chain reaction (RT-PCR) and immunohistochemistry.

## Materials and methods

The study design is summarized in Fig 1.

**Fig 1:**
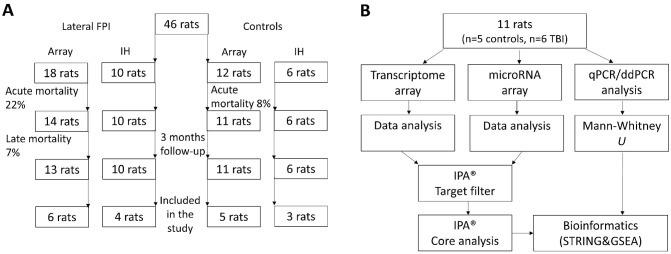
Flow-charts for the study design. Flow-charts showing the randomization of **(A)** 46 rats into the microRNA, transcriptomics, and immunohistochemical analysis and **(B)** 11 rats into the bioinformatics and validation experiments. Abbreviations: ddPCR, droplet digital PCR; FPI, fluid-percussion injury; GSEA, Gene Set Enrichment Analysis; IH, immunohistochemistry; IPA, Ingenuity Pathway Analysis; qPCR, quantitative PCR.

### Animals

Eighteen adult male Sprague-Dawley rats [mean body weight at the time of injury, 326 g; range, 300-354g; Harlan Netherlands B.V., Horst, The Netherlands) were used in this study. The rats were individually housed in a controlled environment (temperature 22±1°C; humidity 50-60%; lights on from 07:00–19:00 h). Pellet food and water were provided *ad libitum*. All animal procedures were approved by the Animal Ethics Committee of the Provincial Government of The Southern Finland, and performed in accordance with the guidelines of the European Community Council Directives 2010/63/EU.

### Induction of traumatic brain injury with lateral fluid-percussion

The procedure for induction of lateral fluid-percussion injury (FPI) was described previously [25–26]. In brief, animals (n = 28) were anesthetized with an intraperitoneal (i.p.) injection of a solution (6 ml/kg) containing sodium pentobarbital (58 mg/kg), chloral hydrate (60 mg/kg), magnesium sulfate (127.2 mg/kg), propylene glycol (42.8%) and absolute ethanol (11.6%), and placed in a Kopf stereotactic frame (David Kopf Instruments, Tujunga, CA, USA). The skull was exposed with a midline skin incision and the periosteum extracted. The left temporal muscle was gently detached from the lateral ridge. A circular craniectomy (Ø 5 mm) was performed over the left parietal lobe midway between lambda and bregma, leaving the dura mater intact. The edges of the craniectomy were sealed with a modified Luer lock cap that was filled with saline while the calvaria was covered with dental acrylate (Selectaplus CN, Dentsply DeTrey GmbH, Dreieich, Germany). Lateral FPI was produced 90 min after the induction of anesthesia by connecting the rat to a fluid-percussion device (AmScien Instruments, Richmond, VA, USA) via a female Luer lock fitting. The mean severity of the impact was 3.23±0.01 atm (min 3.13—max 3.35 atm) in the group of animals used for the gene expression analysis (n = 18) and 3.15±0.02 atm (min 3.05—max 3.25 atm) in the group of animals used for immunohistochemistry (n = 10). Control animals (n = 18) received anesthesia and all surgical procedures without impact. From all surviving injured and sham-operated animals, we randomly selected 6 TBI and 5 control rats for gene expression analysis, and 4 TBI and 3 control rats for immunohistochemical analysis.

### Tissue sampling

#### Analysis of gene expression and miRNAs

At 3 months post-TBI, the rats were anesthetized with CO_2_ and decapitated with a guillotine. Brains were immediately removed from the skull and the left (ipsilateral) hippocampus was dissected out on ice (+4°C). Within 10 min after decapitation, the hippocampus was immersed into 1 ml of ice cold RNA*later* RNA Stabilization Reagent (#76106, Qiagen, Hilden, Germany) and stored at -20°C until further processed. For RNA extraction, the hippocampus was cut into transverse slices. The dentate gyrus and hilus were then dissected along the hippocampal fissure under a dissection microscope (SZ-630T, Delta Optical, Poland) using a scalpel blade.

#### Immunohistochemistry

At 3 months post-TBI, the rats were anesthetized with 4% isoflurane and decapitated with a guillotine. The brains were immediately removed from the skull and flash frozen in -70°C 2-methylbutane and stored at -70°C until processed. The brains were cut into 10-μm-thick sections using a cryostat (Leica CM3050 S, Leica Microsystems Nussloch GmbH, Germany) at -20°C. The tissue was mounted on slides and stored at -70°C until use.

### Isolation of total RNA

Total RNA (including miRNA) was isolated using the miRNeasy Mini kit (# 217004, Qiagen, Hilden, Germany) according to the manufacturer’s instructions (miRNeasy Mini Handbook 03/2013; http://www.qiagen.com/us/). The sample concentration, and contamination with protein or organic compounds, were determined using a NanoDrop 2000 spectrophotometer (Thermo, Fisher Scientific). The quality of the total RNA was further verified using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) using the manufacturer’s RNA 6000 Nano Kit (#5067–1511) for mRNA samples and Small RNA Analysis Kit (#5067–1548) for miRNA samples.

### miRNA profiling

The miRNA array profiling experiment was performed at Exiqon Services, Denmark, using the miRCURY LNA^™^ microRNA Array 7^th^ targeting all miRNAs for human, mouse, or rat registered in the miRBASE version 19.0 at the Sanger Institute. The data are available at Gene Expression Omnibus under the accession number GSE86615 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86615). Final results after statistical analysis are presented in S1 Table. Sample numbers HC1, HC2, HC4, HC6, HC13 and HC15 refers to post-TBI rats and HC7, HC8, HC9, HC10 and HC18 to controls.

### Transcriptome profiling

GeneChip^®^ Rat Gene 1.1 ST arrays (# 901627, Affymetrix, Santa Clara, CA, USA) were used for mRNA profiling. Total mRNA (100 ng) was used for cDNA synthesis using an Ambion WT Expression Kit (# 4411974, Life Technologies). Hybridization, washing, and scanning were conducted according to Affymetrix guidelines for the GeneAtlas^™^ instrument. The data are available at Gene Expression Omnibus under the accession number GSE86579 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=%20GSE86579). Final results after statistical analysis are presented in S2 Table. Sample numbers HC1, HC2, HC4, HC6, HC13 and HC15 refers to post-TBI rats and HC7, HC8, HC9, HC10 and HC18 to controls.

### Droplet digital PCR

Because the array profiling suggested a high interanimal variation within each experimental group and a small mean fold-change between the experimental groups, we applied droplet digital PCR (ddPCR) for more precise quantitation of miRNA copies in a given sample. First, the concentration of small RNAs in all samples was assessed using an Agilent small RNA assay (#5067–1548, Agilent Technologies). Thereafter, 10 ng of small RNA was reverse-transcribed to cDNA according to the manufacturer’s Droplet Digital PCR Applications guide (Bio-Rad Laboratories Inc., Hercules, CA, USA, www.bio-rad.com) using a Taqman reverse transcription kit (#4366596, Life Technologies). For every 20-μl PCR reaction, 1.33 μl of cDNA was mixed with 10 μl of Bio-Rad’s ddPCR supermix for probes, 1 μl of TaqMan^®^ Small RNA Assay (20x, #002289, Life Technologies), and 7.67 μl of nuclease-free water (#AM9939, Ambion, USA). Samples were loaded into the sample wells of the droplet generator cartridge (#1864008, Bio-Rad), and 70 μl of droplet generation oil for probes (#1863005, Bio-Rad) was added to the wells. Droplets were generated using a QX200 Droplet Generator (Bio-Rad) and applied to a 96-well plate (#951020303, Eppendorf, Hamburg, Germany). The plate was sealed with sealing foil (#1814040, Bio-Rad) using a PX1 PCR Plate Sealer (Bio-Rad) and placed in a PTC-200 Thermal Cycler (MJ Research) under the following conditions: 1 cycle at 95°C for 10 min; 40 cycles at 95°C for 15 s and at 60°C for 60 s; and finally, 1 cycle at 98°C for 10 min. Fluorescence of each droplet was measured with a QX100 Droplet Reader (Bio-Rad). To determine the copy number, data were analyzed with QuantaSoft software v1.7 (Bio-Rad). Each sample was run in duplicate. The number of positive droplets in the duplicates was combined and used for statistical analysis. A no template (nuclease-free water) control was added to each run.

### Quantitative RT-PCR

For quantitative RT-PCR, first-strand cDNA synthesis was performed with High Capacity RNA-to-cDNA Kit (#4387406, Applied Biosystems, Foster City, CA, USA) according to the user’s manual (http://tools.lifetechnologies.com/content/sfs/manuals/cms_047249.pdf) using 1 μg of total RNA. Quantitative RT-PCR was performed in a total volume of 20 μl using 12 ng (RNA equivalents) of cDNA as a template, gene-specific primers and probes (pre-validated TaqMan Gene Expression Assay for *Notch1*, ID: Rn01758633_m1, Applied Biosystems), and 1x TaqMan Gene Expression Master Mix (#4369016, Applied Biosystems). The following program was used in the PCR (StepOne Software v2.1, Applied Biosystems): 1 cycle (95°C, 10 min) and 40 cycles (95°C, 15 s; 60°C, 60 s) in a StepOnePlus^™^ Real-Time PCR System (Applied Biosystems). Data were normalized to *glyceraldehyde 3-phosphate dehydrogenase* (*Gapdh*) mRNA expression (pre-validated Taqman Gene Expression Assay for *Gapdh*; ID: Rn99999916_s1, Applied Biosystems). Each sample was run in triplicate. To each run a no template (nuclease-free water) control was added for both assays. For absolute quantitation, a 5-point standard curve was made using 75 ng, 37.5 ng, 18.8 ng, 9.4 ng, and 4.7 ng (RNA equivalents) of cDNA as a template for both assays.

### Immunohistochemistry

#### NOTCH1

For NOTCH1 immunohistochemistry, the sections were fixed with cold acetone (4°C) for 15 min on glass slides. Thereafter, they were washed three times with 0.02 M KPBS pH 7.4. To remove endogenous peroxidase activity, the sections were incubated in 1% H_2_O_2_ in 0.02 M KPBS at room temperature for 15 min. After washing three times in 0.02 M KPBS, nonspecific binding was blocked by incubating the sections in 10% normal goat serum (NGS) and 0.1% Triton X-100 in 0.02 M KPBS at room temperature for 2 h on glass slides. Sections were incubated for 3 d (4°C) in a primary antibody solution containing rabbit-polyclonal antibody raised against NOTCH1-Cleaved-Val1744 (1:100, #ab52301, RRID:AB_881726, Abcam, Cambridge, UK), 1% NGS, and 0.1% Triton X-100 in 0.02 M KPBS on slide glass. The sections were washed three times (2% NGS in 0.02 M KPBS) and incubated for 2 h with biotinylated anti-rabbit secondary antibody (1:200, Vector # BA-1000, Vector Laboratories, Burlingame, CA, USA) on glass slides at RT. Thereafter, sections were washed three times with 0.02 M KPBS and incubated with avidin-biotin solution (1:200, PK-4000, Vector Laboratories) on glass slides and washed again with 0.02 M KPBS. The secondary antibody was visualized with 0.1% 3’,3’-diaminobenzidine (Pierce Chemicals, Rockford, IL, USA) and 0.08% H_2_O_2_ in 0.02 M KPBS. Sections were washed three times in KPBS and once in 0.1 M PB. The slides were dried overnight at 37°C. Subsequently, the reaction product was intensified with osmium (OsO_4_) thiocarbohydrate according to the method of Lewis et al [27]. A control experiment was performed by omitting primary antibody from both control and TBI cases. Liu and colleagues [28] reported that the antibody is specific for NOTCH1 based on negative staining in NOTCH1-deficient (*Notch1* ^*−/−*^) mouse embryonic fibroblasts (MEFs).

To counterstain with cresyl violet, previously immunostained osmium-intensified sections were incubated in xylene for one week to remove coverslips, then immersed in 100% ethanol for 10 sec, followed by 96% ethanol for 30 sec, 70% ethanol for 30 sec, 50% ethanol for 30 sec, 1% cresyl violet (Merck, Darmstadt, Germany) in 100% ethanol for 40 sec, 50% ethanol for 30 sec, 70% ethanol for 30 sec, 96% ethanol for 30 sec, 100% ethanol for 30 sec, and finally, twice in xylene for 5 min each. Slides were let to dry in the hood for 10 min and coverslipped.

To counterstain with 4′,6-diamidino-2-phenylindole dihydrochloride (DAPI), immunostained sections were not osmium intensified. After DAB-visualization of NOTCH1, sections were washed twice in 0.02 M KPBS for 5 min, and then, incubated for 10 min in the solution containing DAPI (1:1000, # 32670, Sigma-Aldrich, St. Louis, MO, USA) and 0.1% Triton X-100 in 0.02 M KPBS. Slides were washed once in 0.1 M PB and let to dry at RT. Finally, sections were coverslipped with ProLong Gold (#P36930, Life Technologies, Eugene, OR, USA).

To double-label with GFAP, acetone-fixed sections were first labeled with GFAP immunohistochemistry using a protocol described for NOTCH1 immunostaining above. As primary antibody, we used mouse monoclonal to GFAP (1:2000, #814369, Boehringer, Mannheim, Germany). As secondary antibody, we used Alexa488 goat anti-mouse antibody (1:500, #ab150117, Abcam). Slides were coverslipped with Vectashield (H-1000, Vector, Burlingame, CA, USA). Fluorescence-images were captured to visualize GFAP-immunohistochemical staining. Thereafter, the same sections were processed with NOTCH1 immunohistochemistry-protocol presented above without osmium intensification. Finally, sections were counterstained with hematoxylin and eosin (H&E) (#GHS216 and #HT110116, Sigma-Aldrich, St. Louis, MO, USA) to identify cytoarchitechtonics.

#### AQP4 and ANGPT1

Immunolabeling was performed using the same protocol as was described above for NOTCH1 (single labeling). Primary antibody used were mouse monoclonal antibody synthetic AQP4 (1:100, #ab9512, Abcam) and rabbit-polyclonal antibody raised against human ANGPT1 (1:200, ab102015, Abcam). Specificity of antibodies has been demonstrated previously [29–30].

### Assessment of NOTCH1 interactome protein expression

Expression of NOTCH1 protein was semi-quantitatively assessed from one section per rat (3 controls, 4 TBI) at a standardized coronal level, corresponding to the tissue sampling for molecular analysis (-3.4 mm from the bregma [31]). The number of NOTCH1-immunopositive cells in the whole dentate gyrus was counted in H&E counterstained sections, using a 40x objective field (see Fig 5E1 and 5E2). Thereafter, area of the region of interest (ROI) was measured with Image J software (version 1.50i, http://rsb.info.nih.gov/ij/) for each section. Finally, the density of immune-positive cells per mm^2^ was calculated.

To quantify the intensity of ANGPT1 immunoreactivity, digital RGB color images were captured from successive ANGPT1 -stained sections (-3.4 mm from the bregma [31]) using Leica DMRB microscope equipped with a Nikon DXM1200F camera operated by Nikon ACT-1 2.7 software. From each animal, 2–4 blood vessels were analyzed. In order to adjust the minimum and maximum gray scale values to be comparable to staining intensity in the original (RGB color) photomicrograph, RGB color images were converted to gray scale and thresholded (Image J software.) Blood vessels (with the cells) were outlined (ROI). Staining intensity inside the blood vessel was considered as background. The density of ANGPT1 immunolabeling was calculated by using the formula: (mean intensity of background ROI—mean intensity of ANGPT1)/mean intensity of background ROI. The mean intensity ANGPT1 staining in all vessels analyzed in a given animal was used for statistical analysis.

### Assessment of neuronal loss

To demonstrate that the downregulation of miRNA was not only due to the loss of neurons, we performed two different analyses. First, to assess the overall severity of neuronal damage in the dentate gyrus, we performed a visual analysis of thionin-stained preparations from rats (7 sham-operated and 10 TBI) perfused for histology at 3 months post-TBI (data not shown). Second, as inhibitory neurons are particularly vulnerable to lateral FPI-induced damage [32], we used the array data to assess the expression level of the neuronal marker, *Hrnbp3*, and particularly the markers of inhibitory neurons, parvalbumin (gene name: *Pvalb*), somatostatin (*Sst*), cholecystokinin (*Cck*), calretinin (*Calb2*), and neuropeptide y (*Npy*).

### Data analysis

The Exiqon Company performed the preliminary analysis of miRNA microarrays to identify upregulated and downregulated miRNAs. All calculations were performed with the software R/Bioconductor [33–34] primarily with the limma package. A P-value of less than 0.05 was considered statistically significant.

Analysis of the Affymetrix Rat Gene 1.1 ST arrays was performed using R/Bioconductor [35]. The microarrays were normalized with the Robust Multi-array Average algorithm (oligo package version 1.22.0) [36]. The intensity of the genomic probes below the median intensity of antigenomic probes (considered the background value) was corrected to this median value. Probes with an intensity equal to or lower than the background in more than five samples were removed from the analysis. Only probes that corresponded to a single gene were selected for further analysis. A one-way ANOVA was used to establish genes that were differentially expressed between groups. A P-value less than 0.05 was considered statistically significant.

To assess whether the different animal groups separated into their own clusters, we performed unsupervised hierarchical clustering in an R environment (version 3.0.1) [34] using the gplots package. Animals were ordered in a clustering heat map with the complete-linkage method together with the Euclidean distance measurement. Information about the cell type(s) expressing the miRNA of interest was revealed from the studies by McCall et al (36) and Jovicic et al [37]. Genomic location (RN5) of downregulated miRNAs (p<0.05) and upregulated or downregulated mRNAs (p<0.05) were investigated with the RCircos package in an R environment.

Targets of downregulated miRNAs were assessed using Ingenuity Pathway Analysis (IPA^®^) software (Ingenuity Systems, Redwood City, CA, USA) and Target Filter function. Only those mRNAs with a gene-expression change in the direction opposite that of its regulator miRNA were included for further analysis. For regulated mRNAs, predicted inhibition or activation of cellular processes were considered significant if p<0.05 and the prediction z-score >2.0 or <(-2) in the IPA^®^ Core analysis. Word Cloud Generator (https://www.jasondavies.com/wordcloud/) was used to visualize most common changes in categories of the cellular functions without z-score prediction. In the visualization, the spiral “Archimedean” and the scale “square root of n” were used.

Unsupervised hierarchical clustering (as mentioned above) was performed for miRNA targets to investigate possible gene clusters for specific molecular and biologic functions or cell types. Each of the formed clusters was analyzed independently with IPA^®^ Core Analysis without any cut-off values. For each miRNA target, a cell type known to be expressed was assessed from the database created by Zhang et al [38].

The STRING database [39] was used to study protein-protein interactions between miRNA targets. Cytoscape software [40] was used to convert STRING results to a simpler visual format. To further investigate the role of the NOTCH1 interactome in the dentate gyrus, NOTCH1 targets were analyzed using IPA^®^ Core Analysis. Predicted inhibition or activation of cellular processes was considered significant if the prediction z-score was >2.0 and p<0.05.

After qPCR, ddPCR and density measurement, a Mann-Whitney *U*-test (IBM SPSS Statistics 21) was used to assess differences between TBI animals and controls. A P-value less than 0.05 was considered statistically significant. For correlation analysis, Spearman’s rank was used (IBM SPSS Statistics 21).

For Gene Set Enrichment Analysis (GSEA), a pre-ranked gene list was created using the transcriptome profiling data containing 11,260 genes. Genes were stratified to negative and positive groups and ranked based on fold-change. Thereafter, the genes were arranged according to their p-value. Consequently, the higher the p-value, the closer to zero the gene was ranked. Downregulated genes are identified by the minus sign before the given p-value in the final list.

To combine all miRNA expression levels into a single parameter, factor analysis was performed to separate the principal components (IBM SPSS Statistics 21).

To check if upregulation of NOTCH1 interactome was replicated in another dataset, we analyzed sequencing results for the DG/CA3 and the perilesional cortex available in our laboratory [41].

## Results

### Mortality after lateral FPI

#### Animal cohort used for gene expression and miRNA analysis

In the sham-operated control group, acute mortality (<48 h post-surgery) was 8% (1/11). In the TBI group, acute mortality was 22% (4/18) (Fig 1) and late mortality (>48 h post-TBI) was 7% (1/14).

#### Animal cohort for immunohistochemistry

There was no mortality in the sham-operated or TBI animals (n = 10) (Fig 1).

### miRNA expression profiling revealed 12 downregulated miRNAs at 3 months post-TBI

Our profiling analysis at 3 months post-TBI revealed 12 downregulated mature miRNAs in the ipsilateral dentate gyrus (p<0.05; Fig 2A). Fold-changes in the miRNA levels were, from the smallest to the largest, as follows: 0.69 for rno-miR-369-3p, rno-miR-384-3p, rno-miR-136-5p, and rno-miR-127-3p; 0.71 for rno-miR-136-3p; 0.72 for rno-miR-335; 0.74 for rno-miR-376a-3p and rno-miR-551b-3p; 0.75 for rno-miR-341; 0.76 for rno-miR-139-5p; 0.77 for rno-miR-127-5p; and 0.82 for rno-miR-9a-3p. Assessment of the cellular expression of these miRNAs revealed that all but two are present in neurons, endothelial cells, or hematologic particles [34–35].

**Fig 2:**
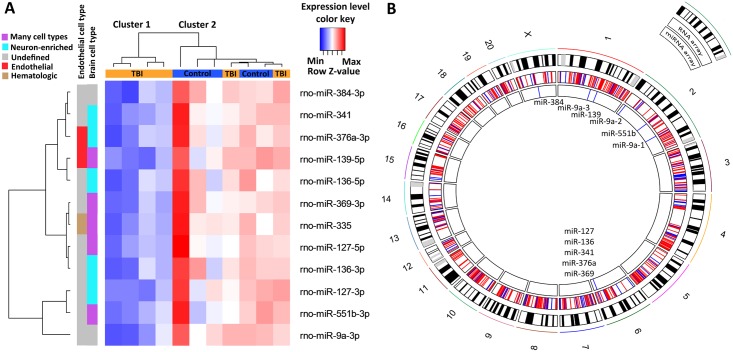
Expression change and genomic location of differentially regulated microRNAs (miRNAs) in the dentate gyrus at 3 months after Traumatic Brain Injury (TBI). **(A)** A heat map showing 12 downregulated miRNAs after TBI. Micro RNA names and the heat map color key are shown on the right side of the panel. Each column represents one animal and each row one miRNA. Data was clustered using Euclidean distance measurement. The dendrogram on the top shows the clustering of animals into two groups. Cluster 1 (left) contains 4 TBI rats and cluster 2 (right) contains all 5 controls and 2 TBI animals. Rats in cluster 1 have a clearly downregulated miRNA expression profile (lower expression indicated in blue) as compared to cluster 2. The dendrogram on the left side of the panel clusters the miRNAs into the groups. Color bars between the dendrogram and heat map indicate a cell type in which the particular miRNA is expressed according to previous experiments [36–37]. Purple color refers to miRNAs which under normal conditions are neuron-enriched even though they can be present also in other brain cell types (neurons, astrocytes, microglia or oligodendrocytes). (**B)** A circos plot showing the genomic location (rat genome version RN5) of downregulated miRNAs and mRNAs from the same samples. Of the 12 differentially expressed miRNAs, 7 (58%) belonged to two neuron-enriched clusters at chromosome 6 (Chr6q32). Abbreviations: Max, maximum row z-value; Min, minimum row z-value; TBI, traumatic brain injury.

Unsupervised hierarchical clustering of the miRNA expression profile grouped 4 of the 6 TBI animals into their own cluster, whereas the remaining 2 TBI rats were placed into the same cluster as controls (Fig 2A). When downregulated miRNAs were plotted against the rat chromosomes (Fig 2B), five (miR-127, miR-136, miR-341, miR-376a, miR-369) belonged to two neuron-enriched non-coding RNA gene clusters in chromosome (Chr) 6, consistent with our cell type analysis (blue band in Fig 2A). MiR-9a has three genomic locations, one in Chr1 and two in Chr2. Further, a gene encoding miR-139 is located in Chr1, miR-551b in Chr2, and miR-384 in ChrX. Mir-335 does not have a known location in rat genome version 5.

### IPA^®^ predicted 75 upregulated targets for 6 of the 12 downregulated miRNAs

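Gene expression was measured in the left dentate gyrus of 6 rats with TBI and 5 sham-operated control rats, with 1 Affymetrix Rat Gene 1.1 ST array per rat. The injury was lateral fluid-percussion injury, in which a pulse of fluid pressure is applied to the exposed dura. The paper gives the time after injury as 3 months and the sample labels give 90 days. The deposited values are log2 signals normalized by the authors with the Robust Multi-array Average algorithm, which corrects background, equalizes the distributions of the arrays and combines the probes of each probe set. The median of an array lay between 5.26 and 5.35 on the log2 scale. Of the probe sets, 18644 had 1 gene symbol in the platform annotation used, 962 had several and 9608 were not named. Following the paper's methods, values below the background of 3.06 were raised to it, probe sets at or below it in more than 5 arrays were left out, and only probe sets of a single gene were kept. The background was read as the lowest value in S2 Table, of which only the first part of the 11704 rows could be read, and all 13645 values of that part above the background equalled the deposited values within 0.0001. TBI and control rats were compared at 17905 probe sets of 16572 genes with limma, and p-values were adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision. Within the groups, a single component held 63.9% of the variance between rats, and 7106 probe sets followed it at an adjusted p under 0.05. The component was derived from these same probe sets, so part of that count is built in. Control rat 2, TBI rat 1 and TBI rat 3 stood apart on this component, with scores of 0.45, 0.49 and 0.42, while the remaining rats had scores from -0.34 to 0.06.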

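Genes of astrocytes and phagocytes were among those that rose after TBI, and the interneuron gene Pvalb was among those that fell. Gfap, the intermediate filament of astrocytes, had a log2 value of 10.26 ± 0.097 (SD, n = 6) after TBI and 9.43 ± 0.026 (SD, n = 5) in controls, a log2 fold change of 0.83 (standard error 0.047, adjusted p = 1.4e-05 from limma). Serping1, the inhibitor of complement C1, had the largest rise, with a log2 fold change of 1.26 (standard error 0.14, adjusted p = 0.0057 from limma). Gpnmb, a glycoprotein of phagocytes, rose by 0.75 and Gal, the neuropeptide galanin, by 0.81 on the log2 scale, with adjusted p-values of 0.0071 and 0.032 from limma. Pla2g7, A2m and Slfn9 rose by 0.68, 0.64 and 0.65, and S100a4, Flnc, Prlhr, Gsn, Efemp1, Aox1 and Slc14a1 by 0.41 to 0.50. A second probe set of Gsn had a log2 fold change of -0.00029. Altogether 25 probe sets were higher and 2 were lower after TBI at an adjusted p under 0.05. The lower ones were Pvalb, a calcium-binding protein, and Pam16, a subunit of the mitochondrial import motor, with a log2 fold change of -0.33 (adjusted p = 0.034 from limma). The TBI and control values did not overlap in any of these 27 probe sets, nor in 186 of all those tested (1.04%, where chance gives 0.433%). Of 31 reactive astrocyte genes, in a list fixed before the deposited values were examined but after rows of S2 Table, which hold values of the same arrays, had been read, 3 were higher and none was lower (10 higher when adjusted over the list alone). These were Gfap, Serping1 and Cd44, the hyaluronan receptor, whose call was lost whichever rat was left out. Of 23 genes of activated microglia and phagocytes, only Gpnmb was higher (10 when adjusted over the list alone), and Cd9, Cd84 and Lgals3 had log2 fold changes of 0.33, 0.35 and 0.41. Both lists rose against all other genes, with adjusted p-values of 1.3e-10 and 5.4e-13 from limma's camera and 0.0012 and 0.0084 with an estimated correlation. The rows read before the lists were fixed held 653 probe sets higher and 212 lower at p under 0.05 in S2 Table. The p-values of the lists are therefore not independent support. Of 17 astrocyte genes outside the reactive list, 12 had positive and 5 negative log2 fold changes, and as a list they stood above all other genes (median 0.13, adjusted p = 5.0e-04 from camera, adjusted p = 0.032 with an estimated correlation), and 1 of them, Mlc1, passed alone (2 when adjusted over the list alone). Of 11 complement genes, 1 was higher (3 when adjusted over the list alone), and C3 and C1r had log2 fold changes of 0.57 and 0.49. The complement list had an adjusted p of 2.2e-04 from camera, but an adjusted p of 0.088 with an estimated correlation. With limma's fry, which tests a list by itself and not against other genes, its adjusted p was 0.014. In the lists of 27 interferon and class I antigen presentation genes, 16 endothelial genes, 9 pericyte and smooth muscle genes and 10 fibroblast genes, no gene passed alone (0, 0, 2 and 1 when adjusted over each list alone). At an unadjusted p under 0.05, 8, 5, 4 and 1 of their members were higher and none was lower. Their medians lay at 0.13, 0.087, 0.17 and 0.10 with adjusted p-values of 8.5e-07, 7.4e-04, 1.9e-05 and 5.0e-04 from camera, and with an estimated correlation these adjusted p-values were 0.15, 0.13, 0.055 and 0.069. From fry they were 0.098, 0.067, 0.014 and 0.023. At the unadjusted p under 0.05 that the paper used, 888 probe sets of 837 genes were higher and 334 of 325 genes were lower, where 895.25 would pass by chance. With each array centred on its median, 502 were higher and 678 lower. Without any single control, or without TBI rat 4, 5 or 6, the number higher at an adjusted p under 0.05 lay between 4 and 10, and without TBI rat 1, 2 or 3 it was 21, 28 and 31. In these 11 fits Gfap, Serping1, Gpnmb, Efemp1 and Pvalb lost the call in 0, Prlhr in 1, S100a4 and Pla2g7 in 6, Mlc1 in 7, Gal, A2m and Gsn in 8, Pam16 and Slc14a1 in 9, Slfn9, Flnc and Aox1 in 10, and Cd44 in all 11, where its adjusted p lay between 0.068 and 0.15.

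**Figure D1:**
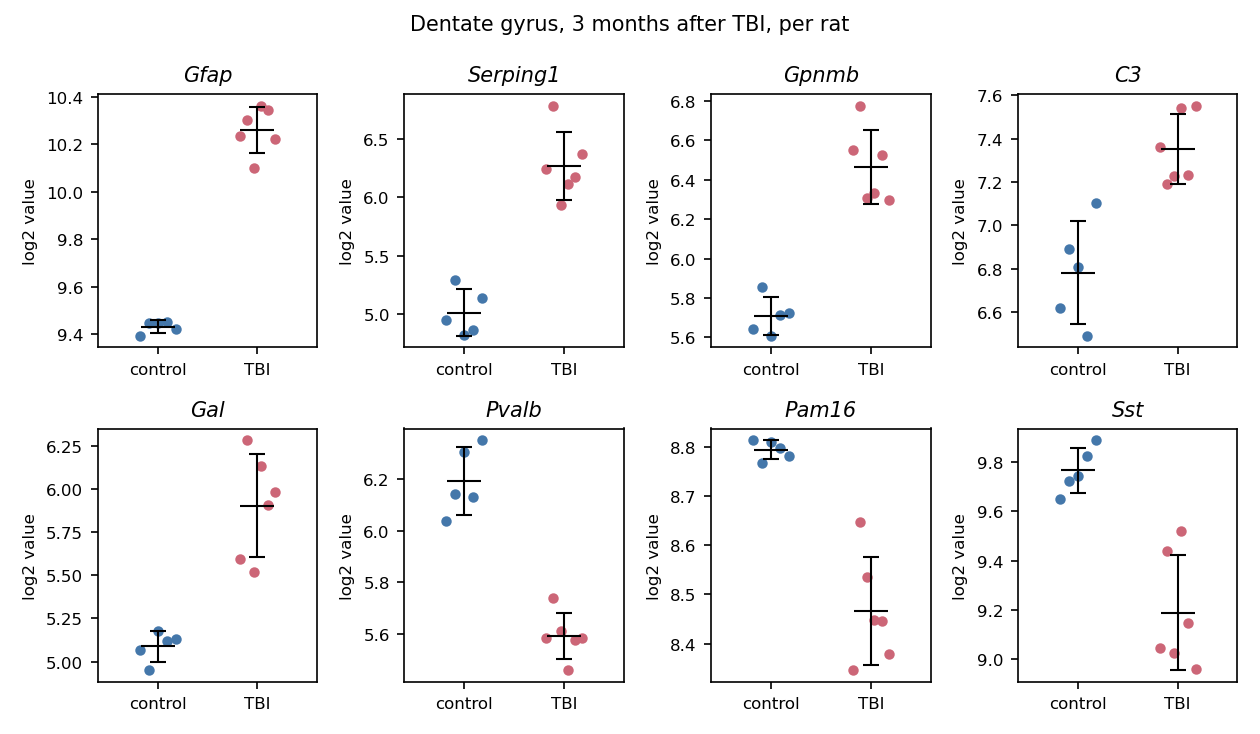
Log2 values of 8 genes in the dentate gyrus, with a point per rat (5 controls, 6 rats with TBI), the mean as a horizontal line and the SD as bars; the vertical axes do not start at 0. In each gene the 6 TBI values lie on 1 side of the 5 control values, above them in Gfap, Serping1, Gpnmb, C3 and Gal and below them in Pvalb, Pam16 and Sst; C3 (adjusted p = 0.094 from limma) and Sst (adjusted p = 0.059 from limma) did not pass the test over all probe sets.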

Messenger RNA expression profiling with microarrays revealed 654 upregulated and 212 downregulated genes at 3 months post-TBI (p<0.05) (Fig 2B). Differentially expressed genes were located in all chromosomes, although some chromosomal areas seemed to be avoided (*e*.*g*., in Chr4 or Chr6; Fig 2B).

The IPA^®^ Target filter predicted a total of 75 targets (experimentally validated, high or moderate prediction) for 6 different miRNAs (Fig 3). For the remaining 6 miRNAs, the IPA^®^ database was unable to identify a target. From the identified mRNA targets, 16% (12 of 75) were regulated by 2 different miRNAs (Fig 3). Mir-384-3p was present in 7 miRNA pairs, miR-136-5p in 6 pairs, miR-139-5p in 5 pairs, and the others (miR-127-3p, miR-127-5p, and miR-369-3p) in 2 pairs. Interestingly, miR-384-3p was targeted together with miR-136-5p 4 times and with miR-369-3p 2 times. The upregulation of target mRNA by miRNA pairs occurred most often in endothelial cells (50%, 6 of 12 mRNAs).

**Fig 3:**
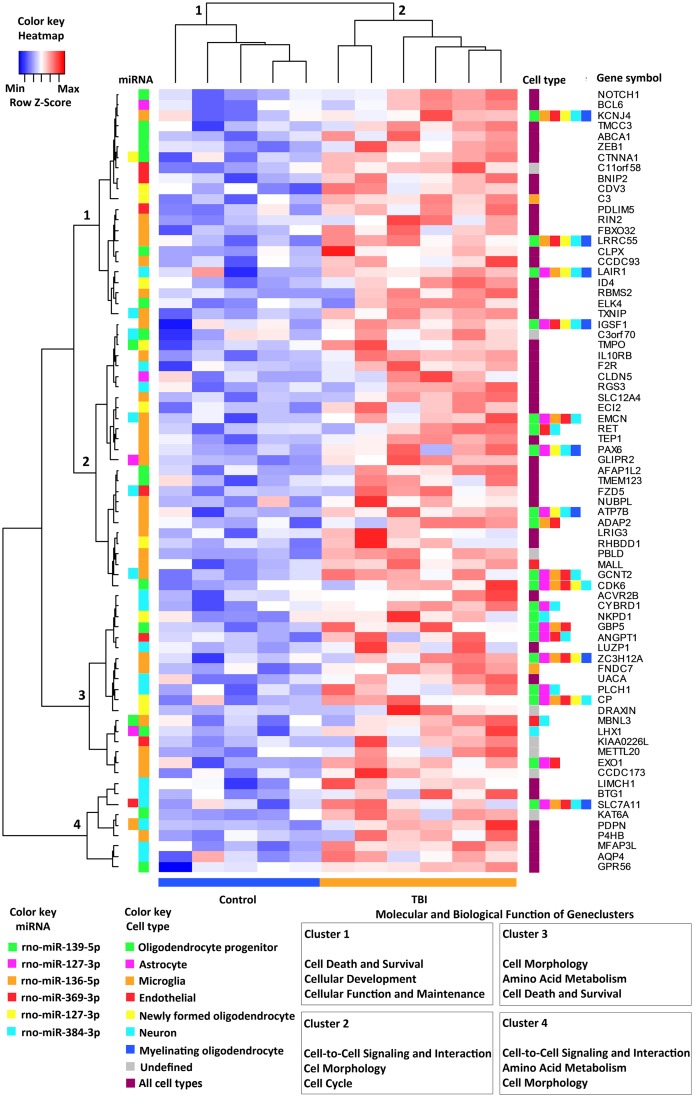
A clustering heat map specifying the 75 upregulated genes that were targeted by downregulated miRNAs. In the heat map, each column represents one animal and each row one gene product. A dendrogram above the heat map separates TBI animals (cluster 1) from controls (cluster 2). Cell types [36] expressing the gene products are shown on the right side of the heat map. No clustering was observed according to the cell type. The regulating miRNAs, analyzed by IPA^®^ Target Filter, are indicated on the left side between the heat map and dendrogram. Some mRNAs were regulated by two different miRNAs at the same time. The dendrogram on the left divides miRNA targets into four separate clusters. When clusters were analyzed with IPA^®^ Core Analysis, a different molecular and biologic function was found for each of clusters 1–4 (lower right corner of the panel). Abbreviations: Max, maximum row z-value; Min, minimum row z-value; miRNA, microRNA; TBI, traumatic brain injury.

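The 38 measured genes among the 39 that S3 Table names as miRNA targets were higher after TBI almost throughout. At an unadjusted p under 0.05, 37 were higher and none was lower, with a median log2 fold change of 0.18, a 1.13-fold increase. Txnip, the thioredoxin-interacting protein, rose by 0.60 on the log2 scale (standard error 0.088, adjusted p = 0.026 from limma) and was the only gene of the list that passed over all probe sets (37 when adjusted over the list alone). Its call was lost in 8 of 11 fits with 1 rat left out, those without any control and without TBI rat 4, 5 or 6 (highest adjusted p 0.11). Il10rb, a subunit of the interleukin-10 receptor, had a log2 fold change of 0.29 (adjusted p = 0.059 from limma), Id4, an inhibitor of DNA binding, 0.33 (adjusted p = 0.23), and Pdpn, a membrane glycoprotein, 0.24 (adjusted p = 0.24). The water channel Aqp4 had a log2 fold change of 0.34 and the vascular growth factor Angpt1 one of 0.20, with adjusted p-values of 0.59 and 0.55 from limma. The study took these genes from those higher in the same rats, so their direction, the count over the list alone, a test of the list against other genes and a clustering on it are no independent evidence. Complete-linkage clustering of the rats on these 38 genes, with the Euclidean distance of the paper's methods on z-values per gene, gave a cluster of the 6 TBI rats and a cluster of the 5 controls, with 0 rats in the other group's cluster. With each array centred on its median, 2 rats, TBI rats 1 and 3, fell in with the controls. Over all 17905 probe sets, the same clustering set TBI rats 1 and 3 and control rat 2 apart from the other 8 rats.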

When analyzed in IPA^®^ with z-score prediction, the cellular function categories among the regulated mRNAs were organismal survival, developmental disorder, cell death and survival, hematologic system development and function, tissue morphology, gene expression, cell-to-cell signaling and interaction, organ morphology, reproductive system development and function, and molecular transport (S3 Table).

Unsupervised hierarchical clustering did not separate miRNA targets by the regulator (*i*.*e*., a particular miRNA) or by the cell type, in which the gene was reported to be most commonly expressed (Fig 3). When gene clusters were analyzed individually (clusters of the dendrogram on the left side of Fig 3) using IPA^®^, we found four clusters with slightly different molecular and cellular functions. The functions of cluster 1 were cell death and survival, cellular development, and cellular function and maintenance. The cluster 2 functions included cell-to-cell signaling and interaction, cell morphology, and cell cycle; cluster 3 functions included cell morphology, amino acid metabolism, and cell death and survival; and cluster 4 functions included cell-to-cell signaling and interaction, amino acid metabolism, and cell morphology.

### Bioinformatics analysis highlighted upregulation of transcription factor *Notch1*, a target for miR-139-5p

To pinpoint the major miRNA-regulated networks at the chronic post-TBI time point, we complemented the IPA^®^ pathway analysis with a GSEA and STRING protein-protein interaction analysis of the miRNA targets. These analyses highlighted the NOTCH1 pathway both on the list of miRNA-targeted genes (Fig 4A) as well as on the list of all upregulated or downregulated genes on the mRNA microarray (Fig 4B). The STRING interaction analysis showed that NOTCH1 had 8 known direct and 6 known indirect contacts with other miRNA target genes (Fig 4A). The GSEA analysis indicated that from the 82 known (IPA^®^ database) NOTCH1 target genes present in our microarray dataset, 48% (39/82) were enriched in the pre-ranked microarray data (Fig 4B, Rank numbers 1-3448/11260, FDR<0.01, enrichment score 0.42). These data strongly suggested long-lasting activation of NOTCH1 after TBI.

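The 82 NOTCH1 targets of the IPA database are not listed in the paper's text, so other lists of Notch genes were tested in their place. Of 12 canonical Notch target genes, none was higher or lower at an adjusted p under 0.05 in limma (0 also when adjusted over the list alone), and at an unadjusted p under 0.05 none was higher and 1 was lower. Hey1, a transcriptional repressor downstream of Notch, had a log2 fold change of 0.11 (standard error 0.056, adjusted p = 0.79 from limma), Hey2 0.088 (standard error 0.083, adjusted p = 0.90) and Hes5 -0.061 (standard error 0.039, adjusted p = 0.84). Nrarp, a feedback inhibitor of Notch signalling, had a log2 fold change of -0.18 (standard error 0.074, adjusted p = 0.66). The median of the list was 0.025, with an adjusted p of 0.79 from camera. Of 25 receptors, ligands and other components of the Notch pathway, none passed over all probe sets (0 also when adjusted over the list alone), and 2 were higher at an unadjusted p under 0.05, Notch1 and the coactivator Maml3, which had a log2 fold change of 0.14. The median of this list was 0.040 (adjusted p = 0.15 from camera), and over the probe sets with a mean log2 value of at least 5 it was 0.048 (adjusted p = 0.044, where the alternatives ranged from 0.044 to 0.45). Genes of TGF-beta and BMP signalling stood higher after TBI. Of 20 measured, 1 was higher, the transcription factor Smad9 with a log2 fold change of 0.34 (adjusted p = 0.029 from limma), and 6 were higher when adjusted over the list alone. The call of Smad9 was lost in 8 of 11 fits with 1 rat left out, those without any control and without TBI rat 4, 5 or 6 (highest adjusted p 0.12). Id3, Bmp6 and Bmpr1b had log2 fold changes of 0.51, 0.31 and 0.21, and the list had an adjusted p of 4.4e-06 from camera and an adjusted p of 0.015 with an estimated correlation. The list was fixed after rows of S2 Table, with values of these arrays, had been read. Its p-values are therefore not independent support. From the enrichment of known NOTCH1 targets among the genes ranked highest on the arrays, the paper proposes a long-lasting activation of NOTCH1 after TBI. It also draws on immunostaining of the cleaved NOTCH1 protein and on RT-PCR of Notch1, which the lists tested here do not address.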

**Fig 4:**
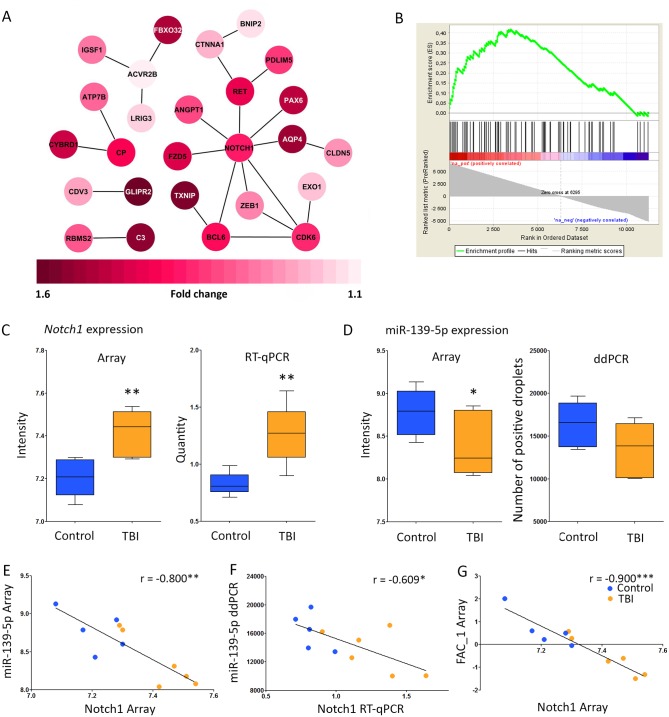
Downregulation of mir-139-5p was associated with an upregulation of the transcription factor *Notch1*. **(A)** STRING analysis revealed that NOTCH1 had the most abundant protein-protein interactions with other miRNA-regulated proteins (8/23 interactions). For clarity, proteins without any interactions with other miRNA targets were omitted from the figure. Red color-coding indicates upregulated genes (1.6–1.1-fold as compared to controls, p<0.05). Darker the red color, more upregulated the gene expression. **(B).** Gene Set Enrichment Analysis (GSEA) showed positive enrichment of 48% (39/82) known (IPA^®^ database) NOTCH1 target genes in the mRNA microarray (Rank numbers 1-3448/11260, FDR<0.01, enrichment score 0.42), suggesting activation of NOTCH1 protein. **(C)** Upregulation of *Notch1* gene expression on the microarray (fold-change 1.16, p<0.01) was replicated by quantitative reverse transcription PCR (RT-qPCR; fold-change 1.53, p<0.01). **(D)** Downregulated miR-139-5p expression on the microarray (fold-change 0.76, p<0.05). Analysis of miR-139-5p expression with droplet digital PCR (ddPCR) revealed a trend towards downregulation (fold-change 0.83). **(E)** *Notch1* and miR-139-5p expression levels were tightly correlated on array analysis (r = -0.80, p<0.01), and importantly, also in **(F)** PCR replication analysis (r = -0.61, p<0.05). **(G)** Factor analysis was used to combine the microarray intensity for all 12 downregulated miRNAs to reduce the data, and analysis of the first principal component to *Notch1* expression led to an even better correlation (r = 0.9, p<0.01) than for miR-139-5p alone. This indicates that one or more other miRNAs regulates the expression of *Notch1*, either directly or indirectly via their target genes. Statistical significance: *, p<0.05; **, p<0.01; ***, p<0.001. Abbreviations: ddPCR, droplet digital PCR; FAC_1, 1^st^ principal component from the factor analysis; TBI, traumatic brain injury; r, correlation coefficient; RT-qPCR, quantitative reverse-transcription PCR.

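On the arrays, the Notch1 receptor gene had a log2 value of 7.42 ± 0.10 (SD, n = 6) after TBI and 7.21 ± 0.089 (SD, n = 5) in controls. The log2 fold change was 0.21 (standard error 0.058, unadjusted p = 0.0031 from limma), a 1.16-fold increase. In 5 of the 6 TBI rats Notch1 was above every control, and an exact two-sided permutation test gave p = 0.013. Adjusted over all 17905 probe sets, p was 0.30 in limma. Notch1 also varied within the groups. Along the within-group component of the arrays the fitted change from the rat with the lowest score to the rat with the highest was -0.23 on the log2 scale (adjusted p = 0.0012 from limma). The component was derived from the same probe sets, Notch1 included, so this p is not independent support. With this component as a covariate, an alternative chosen after seeing the data, the adjusted p of Notch1 was 0.0037, but 20 of 100 splits of the rats, the real one included, gave as many calls in that fit as the 946 of the real split, so chance is not excluded for its calls. With arrays weighted by their quality the adjusted p was 0.026, where all alternatives ranged from 0.0037 to 0.999. With the mean of the 17 astrocyte genes as a covariate the Notch1 difference was 0.22 (standard error 0.10).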

To further assess the role of upregulated NOTCH1, we performed an IPA^®^ Core Analysis for enriched NOTCH1 targets (a list from the GSEA analysis). Those gene products were most often involved in enhanced organism injury and abnormalities, as well as in different cellular functions, such as cellular development, growth and proliferation, and movement (S4 Table). Interestingly, up to 59% (23/39) of the enriched NOTCH1 targets were involved in transcription (S4 Table), *e*.*g*., increasing the transactivation of RNA, transcription and expression of RNA, and binding to protein binding site; or activation of the DNA endogenous promoter.

### Validation of bioinformatics analysis confirmed the increased level of NOTCH1 mRNA and activated protein in the dentate gyrus at 3 months post-TBI

We then confirmed the expression of *Notch1* and its regulator, miR-139-5p [42–44]. Quantitative RT-PCR confirmed the upregulation of *Notch1* (p<0.05, Fig 4C). Droplet dPCR analysis showed a trend toward downregulation of rno-miR-139-5p (Fig 4D), consistent with the array analysis (Fig 2A). Importantly, *Notch1* gene expression was correlated with rno-miR-139-5p gene expression in both the gene array analysis (r = -0.800, p<0.01) and the replicate PCR analyses (r = -0.609, p<0.05; Fig 4E and 4F). 

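The value of miR-139-5p in each rat was taken from the paper's S1 Table and set beside the Notch1 signal of the same rat. In that table miR-139-5p is among 12 miRNAs lower at an unadjusted p under 0.05. The lowest adjusted p of the study's own test over the 303 miRNAs read was 0.646, so none of the 12 passed after adjustment. The sample with the highest miR-139-5p, control rat 2 at 9.13, had the lowest Notch1 signal, 7.08. TBI rats 2 and 4, with the lowest miR-139-5p values of 8.04 and 8.08, had Notch1 signals of 7.42 and 7.54. Over the 11 rats Spearman's rho was -0.80 (p = 0.0046, adjusted p = 0.0046, permutation test with 100000 resamples) and Pearson's r was -0.84 (p = 0.0018, permutation test). The adjustment is over the 2 relations of Notch1 that were computed. The study picked Notch1 as higher and miR-139-5p as lower in these same rats. Part of a negative correlation over all 11 rats is therefore built in, and these p-values do not allow for that choice. With group means removed from both measures, rho was -0.62 (p = 0.048, permutation test) and r was -0.76 (p = 0.0091, permutation test). Here the permutations shuffled all 11 rats without allowing for the fitted group means, so these p-values may be too low. Within the 6 TBI rats rho was -0.66 (exact permutation p = 0.18) and r was -0.88 (exact permutation p = 0.042). No value was computed within the 5 controls alone. Without the 2 rats farthest from the median of Notch1, rho was -0.68 (p = 0.0498) and r was -0.71 (p = 0.037), both from a permutation test. Of the 17905 probe sets, 1086 (6.07%) had a correlation with miR-139-5p at least as strong in either direction. Once the within-group component of the mRNA arrays was also taken out, rho was 0.23 (p = 0.50, permutation test).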

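The first principal component was taken of the 12 miRNAs lower at an unadjusted p under 0.05 in S1 Table, none of which passed after adjustment. Standardised over the 11 rats and turned so that higher scores mean higher miRNA values, it held 92.0% of their variance. The Notch1 signal fell as this component rose. Over the 11 rats Spearman's rho was -0.90 (p = 4.4e-04, adjusted p = 8.8e-04, permutation test with 100000 resamples) and Pearson's r was -0.94 (p = 4.0e-05, permutation test). Here too Notch1 and the miRNAs were picked for their opposite changes in these rats, so part of this correlation is built in. Within the 6 TBI rats, rho was -0.89 (exact permutation p = 0.033) and r was -0.96 (exact permutation p = 0.0097). With group means removed, rho was -0.86 (p = 0.0012) and r was -0.92 (p = 2.0e-04), both from a permutation test. Again the shuffle made no allowance for the fitted group means, so these p-values may be too low. Without the 2 rats farthest from the median of Notch1, rho was -0.83 (p = 0.0084) and r was -0.90 (p = 0.0012), again from a permutation test. Among all 17905 probe sets, 237 had a negative correlation at least as strong as that of Notch1 and 185 a positive one, 2.36% together. The 12 miRNAs followed the within-group component of the mRNA arrays, with a rho of 0.89 after group means were removed (exact permutation within groups, p = 0.0016). With that component also removed, the correlation of Notch1 with the 12 miRNAs had a rho of -0.13 (p = 0.71) and an r of -0.44 (p = 0.17), both from a permutation test.

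**Figure D2:**
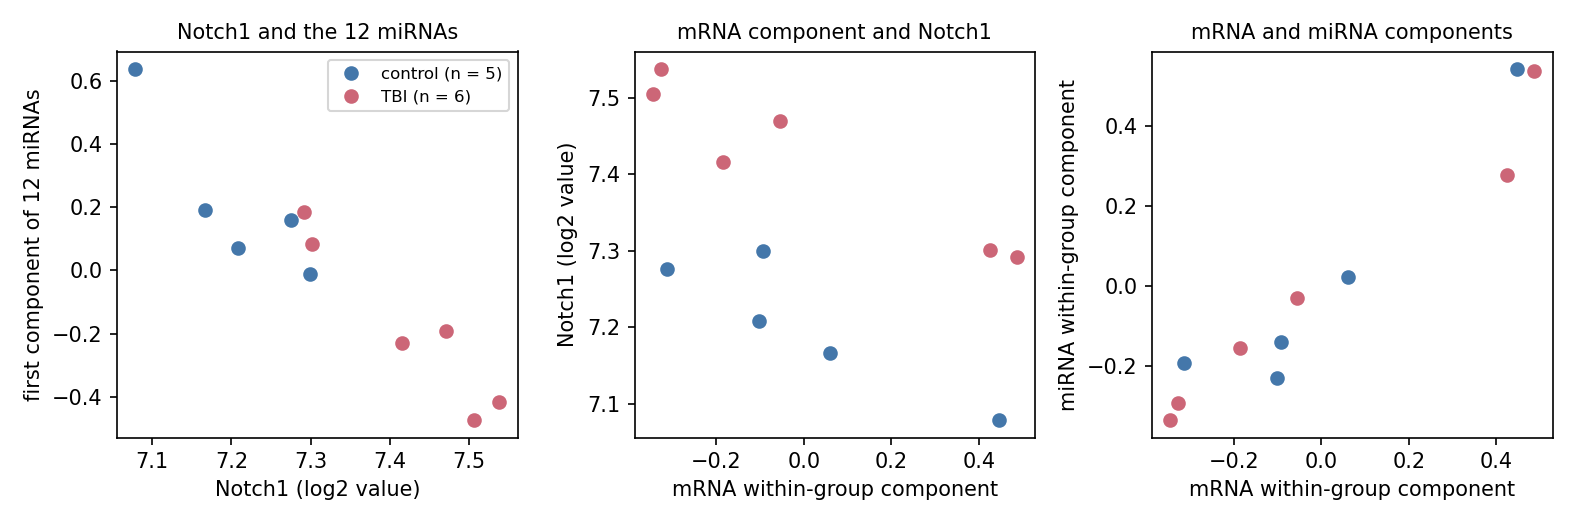
A point per rat (5 controls, 6 rats with TBI) for Notch1 (log2 value) against the first component of the 12 miRNAs (left), the within-group component of the mRNA arrays against Notch1 (middle), and the within-group components of the mRNA and the miRNA arrays (right); component scores have no unit and the axes do not start at 0. Notch1 is higher where the miRNA component is lower (rho -0.90), and the 2 within-group components order the rats nearly alike (rho 0.96).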

When we took the 1^st^ component from the principal component analysis of all 12 downregulated miRNAs on the array, and analyzed their correlation to *Notch1* gene expression, we obtained a remarkably higher correlation coefficient than with rno-miR-139-5p alone (r = -0.900, p<0.001, Fig 4f). These data indicate that other miRNAs downregulated at 3 months post-TBI may also regulate *Notch1* gene expression either directly or indirectly via their target genes.

To validate the bioinformatics prediction of NOTCH1 activation, we performed immunostaining for the Val1744-cleaved form of NOTCH1, *i*.*e*., activated NOTCH1, which is also called NICD. In the ipsilateral dentate gyrus of sham-operated controls, we observed only a very light NICD immunostaining, and the number of immunopositive cells per section varied between 47 to 63 (Fig 5A, 5C and 5F). In all four rats with TBI, number of positive cells was increased ipsilaterally, varying between 54 to 117 (Fig 5B, 5D and 5F). Double-labeling revealed high post-TBI NICD immunoreactivity in GFAP-positive astrocytes (Fig 5E). Our analysis of post-TBI upregulation of several components of Notch1 “interactome” revealed cellular upregulation of AQP4 in the infragranular region of the dentate gyrus, thus corresponding to the localization of Notch1+ cells (Fig 5E and 5G). We also found an increased vascular ANGPT1 staining in the dentate gyrus (Fig 5h and 5I) after TBI (Fig 5J).

**Fig 5:**
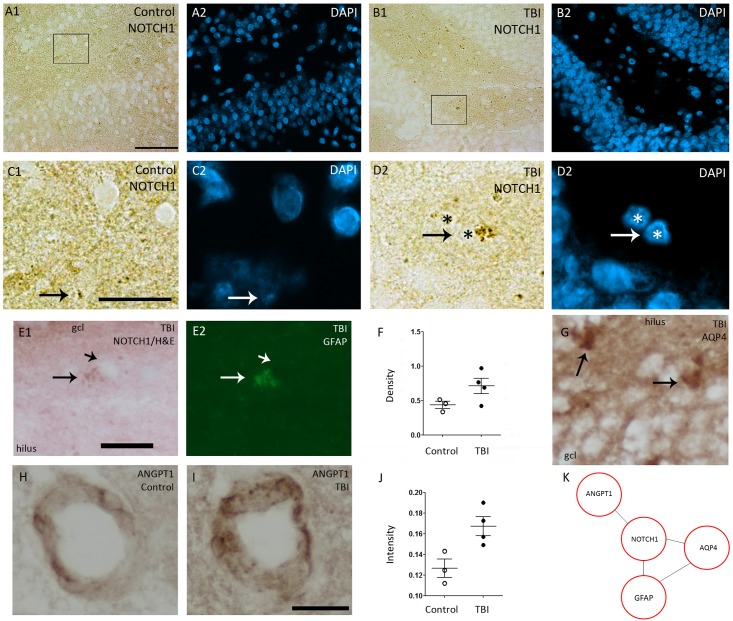
Representative photomicrographs showing the expression of NOTCH1 interactome in the dentate gyrus at 3 months post-TBI. A sham-operated control showed **(A1)** light immunostaining of NOTCH1 **(A1)**. After TBI **(B1)** strong immunostaining of NOTCH1 was observed in all layers of the dentate gyrus. Panels **A2** and **B2** show DAPI staining in representative sections. A higher magnification image of **(C1)** NOTCH1 and **(C2)** DAPI from a boxed area in panel A1. Arrows point to an immunopositive cell. Higher-magnification images of **(D1)** NOTCH1 and **(D2)** DAPI from a squared area in panel B1. Note an increased intracellular (particularly cytoplasmic) NOTCH1 immunoreactivity (arrows) after TBI as compared to the cell in panel C1 from a control animal. Asterisks indicate the same nuclei in D1 and D2. **(E1)** NOTCH1 immunoreactive cell in a Hematoxylin & Eosin counterstained section in a rat with TBI (arrow). Short arrow points to nucleus. **(E2)** The same section counterstained with GFAP showing that the NOTCH1 positive cell is an astrocyte. **(F)** Dot blots showing a trend towards increased density of NOTCH1 immunopositive cells in the dentate gyrus of rats with TBI (p = 0.149). **(G)** AQP4-immunopositive cells (arrows) in the dentate gyrus after TBI. ANGPT1-immunopositive blood vessels in **(H)** control and **(I)** TBI rat. **(J)** Quantification indicated a trend towards increased intensity of ANGPT1-immunostaining after TBI (p = 0.057). **(K)** A summary of NOTCH1 interactome showing an upregulation at protein level after TBI. Abbreviations: gcl, granule cell layer; mol, molecular layer; TBI, traumatic brain injury. Scale bar equals 30 μm (panels A-B), 10 μm (panels C-G) and 20 μm (panels H-I).

Finally, we assessed whether the expression of *Notch1* gene would differ between post-TBI animals and controls in the perilesional cortex [39]. Our data show that *Notch1* gene expression in the perilesional cortex was 1.6-fold after TBI (FDR<0.001). In the perilesional cortex, we also found upregulated (commonly referred as NOTCH1 targets) *Hey1*, *Hey2* and *Hes5* (1.66, FDR<0.001; 1.33, FDR<0.05; 1.30, p<0.05; respectively).

### Association of neuronal loss with changed transcription

Next, we considered the possibility that downregulation of miRNAs was related to TBI-induced neuronal loss. As shown in representative thionin-stained sections from a control rat (Fig 6A) and a rat 3 months after TBI (Fig 6B), the granule cells remained relatively well preserved. 

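All 7 interneuronal markers of the study had lower mean signals after TBI than in controls, and the largest falls were in markers of the parvalbumin and somatostatin classes. Pvalb, the calcium-binding protein parvalbumin, had a log2 value of 5.59 ± 0.090 (SD, n = 6) after TBI and 6.19 ± 0.13 (SD, n = 5) in controls, a log2 fold change of -0.60 (standard error 0.064, adjusted p = 0.0057 from limma) or 0.661 times the control level. Sst, the neuropeptide somatostatin, had a log2 fold change of -0.58 (standard error 0.10, adjusted p = 0.059 from limma), and all 6 TBI rats lay below all controls (exact permutation p = 0.0043). Npy, neuropeptide Y, had a log2 fold change of -0.31 (standard error 0.062, adjusted p = 0.11 from limma) and lay below all controls in 5 TBI rats (exact permutation p = 0.0065). Cck, cholecystokinin, had a log2 fold change of -0.19 (adjusted p = 0.48 from limma). The GABA-synthesizing enzymes Gad2 and Gad1 had log2 fold changes of -0.37 (standard error 0.17) and -0.12 (standard error 0.077), and calretinin, Calb2, one of -0.074 (standard error 0.054), with adjusted p-values of 0.75, 0.85 and 0.87 from limma. Of the 7 markers, 1 was lower over all probe sets and 4 were lower when adjusted over the list alone. The list stood below all other genes, with a median of -0.31 (adjusted p = 3.5e-12 from camera, adjusted p = 0.0071 with an estimated correlation). Of 20 further interneuron genes, none passed over all probe sets, 8 were lower at an unadjusted p under 0.05 and 5 were lower when adjusted over the list alone. Elfn1, Nxph1 and Kcnc2 had log2 fold changes of -0.29, -0.28 and -0.27, and Erbb4 one of -0.20. This list had a median of -0.062 (adjusted p = 2.5e-06 from camera, adjusted p = 0.015 with an estimated correlation). It and the lists that follow were fixed after rows of S2 Table had been read, so their p-values are not independent support. The 18 general neuronal genes and 7 genes of hilar mossy cells, excitatory neurons of the hilus, had medians of -0.060 and -0.12 and no gene that passed over all probe sets or when adjusted over the list alone (4 and 2 lower at an unadjusted p under 0.05). Their adjusted p-values were 3.3e-05 and 0.013 from camera but 0.13 and 0.069 with an estimated correlation, and the mossy cell list also missed the threshold over probe sets with a mean log2 value of at least 5, with array weights and, in a fit chosen after seeing the data, without the 3 rats that stand apart on the within-group component. The 14 granule cell genes did not pass as a list (adjusted p = 0.13 from camera), and their median of 0.00029, their mean of -0.057 and the downward direction of the test differ in sign. The list did pass, below other genes, with array weights (median -0.043), without TBI rat 1 (-0.032) or TBI rat 3 (-0.021), and without the 3 rats together (-0.056). No granule cell gene passed over all probe sets or when adjusted over the list alone, and 1 was lower at an unadjusted p under 0.05. In the same tissue the mean of the 17 astrocyte genes was higher by 0.097 after TBI (exact permutation p = 0.0065).

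**Figure D3:**
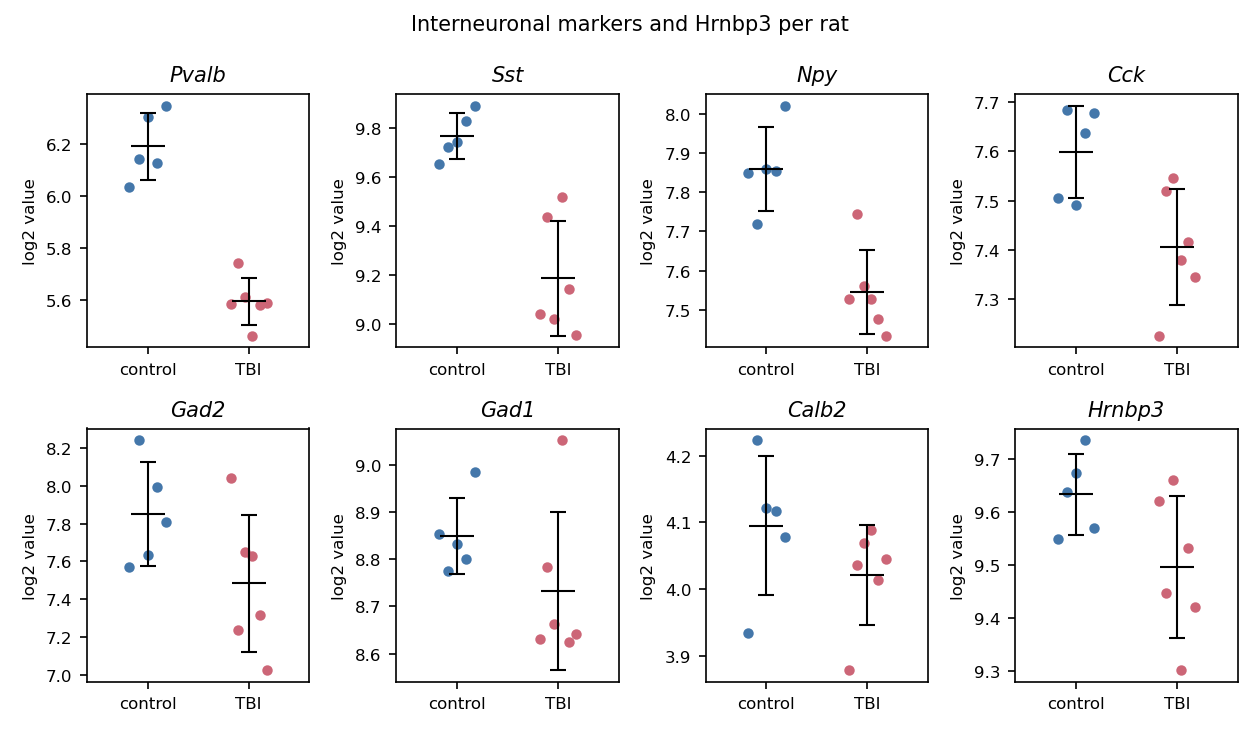
Log2 values of 7 interneuronal markers and the neuronal marker Hrnbp3 in the dentate gyrus, with a point per rat (5 controls, 6 rats with TBI), the mean as a horizontal line and the SD as bars; the vertical axes do not start at 0. The 6 TBI values lie below all controls in Pvalb and Sst, and the groups overlap in the other 6 genes.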

Consistent with our previous stereologic analysis of inhibitory neurons in the dentate gyrus [30], expression of interneuronal markers was remarkably downregulated in the gene expression analysis (Fig 6D).

**Fig 6:**
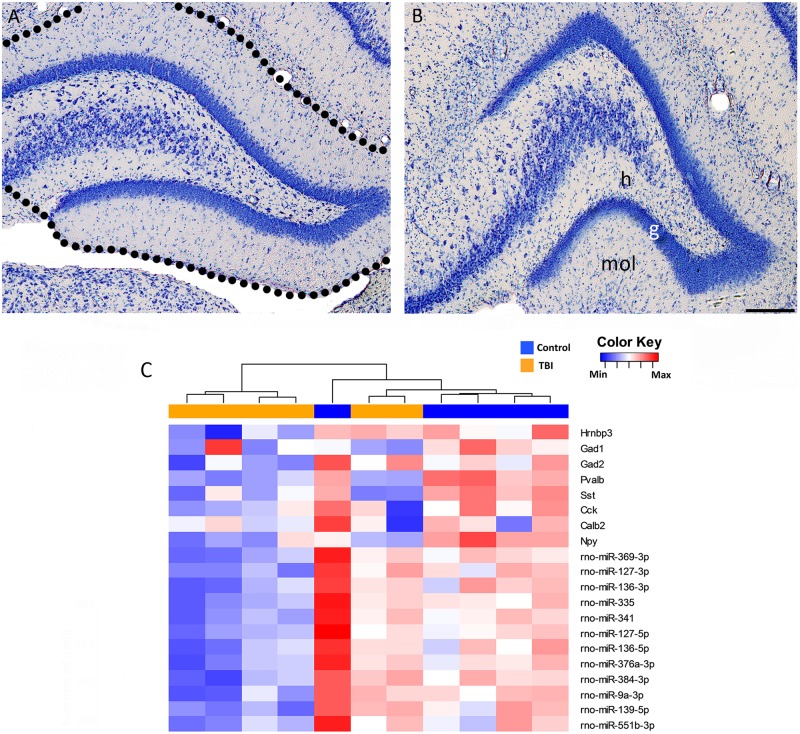
Neuronal loss after Traumatic Brain Injury (TBI). Representative photomicrographs of a thionin-stained section from the dentate gyrus of **(A)** a sham-operated control rat and **(B)** a rat with lateral fluid-percussion induced (FPI) TBI 3 months earlier. Note that the principal cells located in the granule cell layer and proximal CA3c are well preserved. The loss of hilar neurons, however, was remarkable. Dashed outline shows the dissected tissue used for mRNA and microRNA array analysis. **(C)** A heat map presenting the gene expression of neuronal marker *Hrnbp3* and 7 interneuronal markers (*Gad1*, *Gad2*, *Pvalb*, *Sst*, *Cck*, *Calb2*, and *Npy*) as well as the expression of the 12 downregulated miRNAs. Two rats with TBI clustered together with the controls. Expression of the *Hrnbp3* gene in these animals was not changed, whereas the gene expression of interneuronal markers was remarkably decreased. Abbreviations: g, granule cell layer; h, hilus; Max, maximum; Min, minimum; mol, molecular layer; TBI, traumatic brain injury.

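Complete-linkage clustering on the same 20 measures, Hrnbp3, the 7 interneuronal markers and the 12 miRNAs of S1 Table, placed 2 TBI rats with the controls, TBI rats 1 and 3. In these rats Hrnbp3, listed as Rbfox3 in current annotation, differed from the control mean by -0.013 and 0.027 on the log2 scale. Their interneuronal markers were lower, with Pvalb at -0.61 and -0.58, Sst at -0.72 and -0.74 and Npy at -0.33 and -0.30 relative to the control mean. Averaged over the 7 markers, the difference was -0.33 in TBI rat 1 and -0.30 in TBI rat 3, within the range of -0.22 to -0.45 over all 6 TBI rats. In every TBI rat at least 6 of the 7 markers lay below the control mean, and between 3 and 6 lay below all controls. The exceptions were Gad2 in TBI rat 1, 0.19 above the control mean, and Gad1 in TBI rat 4, 0.20 above it. In TBI rats 2, 4, 5 and 6 the Hrnbp3 differences were -0.18, -0.33, -0.10 and -0.21, and these 4 lay below all controls. Over all rats its log2 fold change was -0.14 (standard error 0.065, adjusted p = 0.75 from limma, exact permutation p = 0.071). Clustering on the 8 genes without the miRNAs put all 6 TBI rats in 1 cluster, together with control rat 1.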

## Discussion

The present study investigated brain miRNA expression in chronic post-TBI to test the hypothesis that transcriptional alterations in the dentate gyrus are under chronic miRNA control. We had three major findings. First, 12 miRNAs were downregulated, and 6 of the 12 belonged to a Chr6 non-coding RNA cluster. Second, the major biologic functions related to the miRNA-targeted mRNAs were cell death and survival, hematologic system development and function, tissue morphology, gene expression, cell signaling, and molecular transport. Third, and most importantly, our analysis revealed that the NOTCH1 interactome is a novel chronically up-regulated miRNA controlled pathway.

### Many chronically downregulated miRNAs belong to the Chr6 non-coding RNA gene cluster and modulate biologic processes linked to post-TBI morbidities

Our miRNA array study showed the downregulation of 12 miRNAs at 3 months post-TBI. Interestingly, 4 of the 6 TBI animals had a clearly downregulated miRNA profile, whereas the two remaining animals were comparable to controls, supporting the previously reported variability between animals in the model used [25–26, 32]. Interestingly, 7 of the 12 downregulated miRNAs belonged to a Chr6 non-coding RNA gene cluster. This cluster is regulated by epigenetic alterations, including histone modifications and DNA methylation [45]. Our recent DNA methylation analysis in the dentate gyrus at 3 months post-TBI, however, revealed no changes in the methylation status of the regulatory or gene areas of these 12 down-regulated miRNAs [46]. Whether post-TBI miRNA expression is controlled by histone modifications remains to be explored. In particular, recent data show that histone deacetylase inhibitors alleviate hippocampal neurodegeneration and counteract the development of hippocampus-dependent memory deficits after TBI [47–48]. Moreover, chromatin-modifying drugs restore the expression of specific miRNAs such as miR-127, which was downregulated in the present study [45].

An IPA^®^ core analysis was performed to investigate the cellular functions of upregulated miRNA mRNA targets and is summarized in Fig 7. The most targeted functions included development > organismal > function > system > cellular > disease > abnormalities > tissue > injury. These miRNA-regulated functions align well with chronic functional impairments associated with TBI-induced pathology in the dentate gyrus. For example, IPA^®^ analysis of miRNA targets converged to a functional gene ensemble called “secretion of molecule” which regulates neurogenesis in the dentate gyrus [49]. Interestingly, miR-139-5p and miR-335, which were identified in our analysis, also regulate neurogenesis [50–51]. “Transcription” or “expression of RNA” regulate spatial memory and/or long-term potentiation [49], which are regulated by miR-127-5p, miR-136-5p, and miR-376a-3p [52–53]. Finally, “quantity of CD8+ T lymphocyte”, “secretion of molecule”, and “transcription” are associated with temporal lobe epilepsy [54–57], in which the expression of miR-9a and miR-139-5p are altered [58–59].

**Fig 7:**
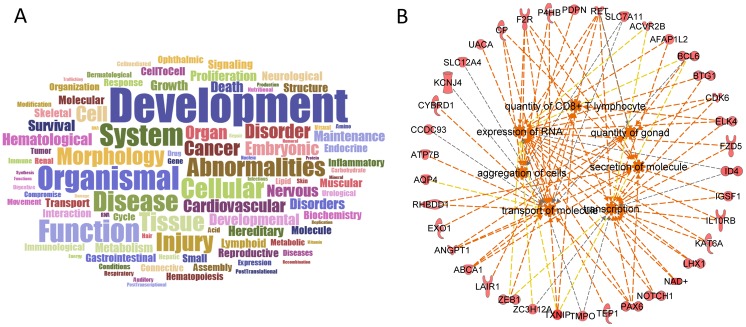
Data summary. Bioinformatics analysis of miRNA targets highlighted a variety of pathologies of the dentate gyrus after TBI. **A.** A word cloud representing the most common words among the miRNA-targeted biologic functions. The top words were development > organismal > function > system > cellular > disease > abnormalities > tissue > injury. **B.** IPA^®^ Core analysis predicted that many of the biologic functions previously connected to dentate gyrus pathologies were upregulated, including secretion of molecules, transcription, expression of RNA, and quantity of CD8+ T lymphocytes. Orange line, leads to activation; yellow line, findings inconsistent with the state of the downstream molecule; gray line, effect not predicted.

### Upregulation of NOTCH1 by downregulation of selective miRNAs after TBI

To better understand the mechanisms by which miRNA downregulation chronically modulates the molecular pathways contributing to functional outcomes after TBI, we performed an extensive bioinformatics analysis of the mRNA and miRNA array datasets. Messenger RNA expression profiling with a microarray revealed 654 upregulated and 212 downregulated genes at 3 months post-TBI compared with controls, and the changes were distributed throughout the whole rat genome. The STRING analysis indicated that of all 75 upregulated miRNA targets in our study, NOTCH1 has the best known and predicted protein-protein interactions. Moreover, IPA^®^ miRNA Target Filter analysis predicted that *Notch1* mRNA is targeted by miR-139-5p. This was confirmed in our microarray study, showing a downregulation of miR-139-5p in the dentate gyrus at 3 months post-TBI. Moreover, ddPCR analysis showed a trend toward a decreased level of miR-139-5p in the same sample. In parallel, levels of *Notch1* mRNA were elevated and the protein level of activated NOTCH1 was increased. Our data are consistent with those of previous experimental studies showing regulation of *Notch1* mRNA by miR-139-5p [42–44, 60]. Moreover, both miR-139-5p [43] and the 3’ untranslated region of the *Notch1* [41] appear well-conserved among mammals, further emphasizing the true regulative potential of miR-139-5p on *Notch1* mRNA.

Notch signaling is found from stem cells to mature neurons, and even in degenerating neurons [61]. In the adult brain, Notch signaling has been argued to work as a master regulator of synaptic and dendritic plasticity (reviewed by [61]). Compared with other members of the Notch protein family, NOTCH1 signaling appears to be important for different aspects of the repair processes of the adult brain [62]. In particular, NOTCH1 signaling is linked to synaptic plasticity [63], angiogenesis and blood vessel morphogenesis [64], postnatal lymphatic development [65], neurogenesis [66], differentiation and development of reactive astrocytes [67–68], dendritic arborization and spine formation [69], and endocytosis [70]. Not surprisingly, dysregulation of NOTCH1 signaling has been mechanistically linked to the dentate gyrus- and hippocampus-related pathologies present after TBI, including epilepsy via gliosis [71–72], stress and depression via neurogenesis [66, 73–74], and learning and memory deficits via synaptic plasticity [74].

The little previous data available on hippocampal NOTCH1 changes after TBI comes from studies performed at acute time-points. Zhang et al [60] reported a downregulation of *Notch1* mRNA and protein at 2 h after lateral FPI and suggested that this could trigger the activation of Ngn2, and consequently, neuronal differentiation. Wang et al [75] profiled miRNA expression at 3 d post-controlled cortical impact-induced TBI in the dentate gyrus and reported downregulation of miR-34a and upregulation of *Notch1* mRNA and protein. They also reported that low temperature treatment decreased *Notch1* mRNA, which was related to normalized miR-34a levels. The protein level, however, remained elevated. NOTCH1 has been reported to change also in other brain injury models, including pilocarpine and intrahippocampal kainic acid models of status epilepticus (SE) [66, 71–72]. In human temporal lobe epilepsy, patients with hippocampal sclerosis have higher NOTCH1 expression than patients without hippocampal sclerosis [71–72]. In these conditions, NOTCH1 signaling abnormalities are linked to disrupted dendritic arborization, increased number of dendritic spines, astrogliosis, and altered neurogenesis. Functional links to the evolution of epileptogenesis and seizure occurrence due to the abnormal formation of neuronal circuits have also been demonstrated [16,32].

Taken together, several lines of evidence support the idea that upregulation of *Notch1* compromises the recovery process in the damaged hippocampus and dentate gyrus, which is linked to an unfavorable outcome, including epileptogenesis. The lowering of NOTCH1 levels via therapeutic interventions has shown some promise. Zileuton, a 5-lipooxygenase inhibitor administered after pilocarpine-induced SE [71] or N-[N-(3, 5-difluorophenacetyl)-L-alanyl]-S-phenylglycine t-butyl ester after kainic acid-induced SE [72] reduced NOTCH1 levels and alleviated the epileptogenesis. Finally, low-temperature treatment after TBI reduced NOTCH1 upregulation by dampening the downregulation of miRNA-34a [76]. Interventions that would specifically alter NOTCH1-regulating miRNAs could potentially provide appealing means to modify post-injury outcome. Promising data were reported by Qu et al. [77], who demonstrated that an agomir targeting miR-139-5p, a miRNA that was regulated in the present study at 3 months post-TBI, attenuated brain damage when administered at 12 h after hypoxic-ischemic injury. Whether activation of the NOTCH1 pathway contributed to the favorable outcome and which were the brain cell type(s) upregulating NOTCH1 post-TBI remain to be studied.

### Cellular location of miRNA expression in the dentate gyrus after TBI

The dentate gyrus of the adult rat contains ~1.1 million granule cells and 50 thousand hilar neurons [78]. Previous stereologic analysis revealed that lateral FPI results in relatively mild damage to the principal cells in the dentate gyrus, as on average only ~10% of granule cells, the prevailing cell type, are lost [78]. The loss of hilar neurons is remarkable (up to 50%), including a 50% to 60% loss of different subclasses of inhibitory neurons [7, 32]. The pattern of neurodegeneration in sections available for histologic analysis in the present analysis was comparable to that presented previously.

As our bioinformatics analysis revealed that 10 of the 12 downregulated miRNAs are expressed in neurons, we were concerned that the reduction in miRNA expression could be related to neuronal loss rather than to transcriptional downregulation. The heat map analysis of different cell type markers revealed that two of the TBI animals that clustered together with controls had no loss of *Hrnbp3* mRNA, a gene encoding a neuronal marker NeuN, and on average its expression did not differ between the injured and control animals. Thus, the normal levels of *Hrnbp3* correspond well with the histologic analyses that discussed the large number of granule cells that remain. Each injured rat showed a decrease in interneuronal markers, corresponding to a remarkable loss of hilar interneurons, including parvalbumin, neuropeptide Y, somatostatin, cholecystokinin, and calretinin in the lateral FPI model [32].

Despite the robust interneuron loss suggested by the expression analysis, the expression of target genes for the 12 downregulated miRNAs was upregulated in the TBI animals. This is of particular interest as 5 of the 12 downregulated miRNAs (miR-127-3p, miR-127-5p, miR-136-3p, miR-136-5p, and miR-384) are expressed in higher levels in inhibitory than in excitatory neurons [79]. In particular, 4 of 12 downregulated miRNAs (miR-335, miR-341, miR-139-5p, miR-551b-3p) are expressed in high levels in somatostatin-positive interneurons, of which only 46% remain in the injured dentate gyrus (1 month time-point [32]). Only miR-335 expression is reported to be more abundant in excitatory than inhibitory neurons [79]. If the downregulation of miRNAs was related only to the loss of inhibitory neurons, we would expect the expression of miRNAs targeting mRNAs to be downregulated as well, which was not the case. Therefore, our interpretation is that the downregulation of miRNAs detected in this study was related to a change in miRNA gene expression or processing rather than solely to neuronal loss.

### Chronically downregulated miRNAs are also regulated acutely after TBI as well as after other types of experimental and human hippocampal damage

How long does the downregulation of the 12 miRNAs last? A literature search revealed that some of the 12 miRNAs that were downregulated at 3 months are regulated already at the acute post-TBI phase. Redell and colleagues [14] performed a miRNA microarray analysis the whole hippocampus at 3 and 24 h after controlled cortical impact and reported downregulation of miR-127 and miR-376a at 3 h post-TBI. They also reported an upregulation of miR-9, which was, however, downregulated in our study at 3 months post-lateral FPI. Liu et al [15] induced controlled cortical impact injury and analyzed miRNA expression in the whole hippocampus at 1 h, 2 h, 3 d, 5 d, or 7 d post-TBI using microarrays. None of the miRNA changes reported matched those found in the present study. Interestingly, we found no sex differences in the post-TBI miRNA expression. Taken together, these data suggest that some expression changes in miRNA can be present both at acute and chronic post-TBI phases, independent of the injury model.

We then explored whether the chronic hippocampal miRNA profiles after lateral FPI would compare to those in which hippocampal neuropathology is qualitatively similar, e.g., neurodegeneration, neurogenesis, gliosis, synaptic and axonal plasticity, and vascular changes, but the injury in the dentate gyrus was induced by different means. Hu et al [80] induced SE with Li-pilocarpine and profiled miRNA expression using microarrays at 2 months post-SE. Similar to our study, they found a downregulation of miR-136. Recently, Gorter et al. [81] performed microarray miRNA profiling in the dentate gyrus at 3–4 months after hippocampal stimulation-induced SE in adult male Sprague Dawley rats. As in our study, they found that miR-139-5p was downregulated, although the significance of the data was not specified. Several other studies analyzing hippocampal miRNAs in SE models between 3 weeks to 3 months post-injury did not reveal any similarities to the present data [82–84]. These studies suggest that regulation of some hippocampal miRNAs after injury can be model-independent, but there are also major model-dependent differences.

Regarding the translational value of our data, we next compared the miRNA expression in the present study to that in human injured hippocampus. Kan et al. [85] reported 165 dysregulated miRNAs in hippocampi resected from patients with drug-refractory temporal lobe epilepsy. Interestingly, miR-139-5p was downregulated in a subgroup of patients with hippocampal sclerosis compared with controls. miR-551b was downregulated and miR-9 upregulated in all epilepsy patients compared with controls. McKiernan et al [19] reported mainly downregulation (51% of all miRNAs expressed) of miRNAs in the patient group with temporal lobe epilepsy and hippocampal sclerosis. Similar to our study, miR-335 was downregulated.

To summarize, downregulation of miR-139-5p appears as a common chronic change in damaged dentate gyrus, independent of whether the damage was induced by lateral FPI or by electrical stimulation of the perforant pathway in rats, or sclerotic hippocampus in humans. Although controlled comparative studies remain to be done, the data suggest some long-lasting, model-independent changes in miRNA regulation. Also, the biologic and molecular pathways targeted by the altered miRNAs were strikingly similar at the acute and chronic phases after TBI, as well as in chronic samples analyzed in different experimental models and human tissue.

## Conclusion

The miRNA expression profile in the dentate gyrus remains chronically downregulated after TBI and is associated with a long-lasting upregulation of target genes. Bioinformatics analysis and wet-lab validation highlighted an elevation in the transcription factor NOTCH1 as a miRNA target, which has a potential to modify the evolution of secondary brain injury as well as tissue recovery by regulating the expression of genes necessary for angiogenesis, astrogenesis, and neurogenesis. As the transcriptional regulation by miRNAs was clear even at 3 months post-TBI, our data suggest that miRNA-targeted interventions could modulate dentate gyrus-related pathologies over a wide therapeutic time window. However, there is a further need to explore the specific NOTCH1 regulating miRNA pathways in different cell types, and their potential to favorably modulate pathologies at the given post-injury time point, for example, by silencing of specific miRNAs *in vitro* and/or *in vivo* to direct candidate therapies to the right cells at the right post-TBI time point.

## Supporting information

S1 Table miRNA expression changes after TBI. Spreadsheet containing results after statistical analysis.
(XLS)

S2 Table Gene expression changes after TBI. Spreadsheet containing results after statistical analysis.
(XLS)

S3 Table Cellular function categories among the regulated mRNAs. Spreadsheet of results exported from IPA.
(XLS)

S4 Table Diseases or functions annotation for NOTCH1 targets. Spreadsheet of results exported from IPA.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

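Gene expression was measured on Affymetrix Rat Gene 1.1 ST arrays in the left dentate gyrus of 6 rats with lateral fluid-percussion TBI and 5 sham-operated controls, 1 array per rat. The deposited values are log2 signals of 29214 probe sets: the authors normalized the arrays with the Robust Multi-array Average algorithm of the oligo package, and no further scaling was applied to them in the main comparison. The submitters' processing notes name version 1.30.0 of oligo, and the paper's methods name an earlier version. The miRNA values of the same rats were read from the paper's S1 Table, which was not remade. S2 Table, of which 1241 of 11704 rows could be read, was used for the background value and to compare values, and these rows had been seen when the rule for named genes was written.

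Values below 3.06, the lowest value in S2 Table, were raised to it (487 values among the probe sets tested). The 2136 probe sets at or below it in more than 5 of the 11 arrays were left out, as were probe sets with several gene symbols or none in the annotation used. The remaining 17905 probe sets were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over all of them and a threshold of 0.05. For gene lists, each gene was represented by the probe set with the highest mean over the 11 arrays. Of the 31 lists, fixed before the deposited values were examined but after those rows of S2 Table had been read, 29 were tested with limma's camera at a preset correlation of 0.01, then with an estimated correlation, and with fry. Those rows held 653 probe sets higher and 212 lower at p under 0.05, so the list tests are not independent of them. The 2 lists of miRNA genes had 0 measured members under the annotation used. Of the 16 lists with an adjusted p under 0.05 in camera, 7 kept it with an estimated correlation. The study chose the S3 Table targets on these rats, so camera's p for that list (adjusted p = 2.7e-30, adjusted p = 0.0012 with an estimated correlation) is no evidence. The genes named were genes the paper names, on these arrays or (Gfap, Gapdh, Hey1, Hey2 and Hes5) for other measurements, the 15 largest rises and 10 largest falls among probe sets that passed the test and whose groups did not overlap, or the 5 with the lowest p where fewer than 5 qualified, and up to 4 members of each list with the lowest p.

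Correlations were computed as Spearman's rho and Pearson's r with permutation tests of 100000 resamples, exact within the TBI rats, in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1. With group means removed, values of Notch1 and the miRNAs were still shuffled over all rats, without allowing for the fitted means. Rats were clustered by complete linkage on Euclidean distances between row z-values. A within-group component was computed as the first singular vector of the values after group means were removed. Plots were drawn with matplotlib 3.10.9.

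The steps were tested on simulated data with the means and spreads of the 17905 probe sets and 67, 67 and 66 probe sets changed by 0.25, 0.5 and 1 on the log2 scale. With independent rats, limma recovered 49.3%, 86.6% and 97.0% of these, with 11 unchanged probe sets among its 166 calls. With the within-group component added to the simulated rats, these shares were 44.8%, 85.1% and 98.5%, with 1 unchanged probe set among 153 calls. With that component also as a covariate they were 70.1%, 98.5% and 100%, with 10 unchanged probe sets among 189 calls. The added component has no difference between the group means by construction. These simulations therefore cannot show how many false calls it causes where it lines up with the groups.

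The alternatives tried were no floor and no filter, a mean log2 value of at least 5, median-centred arrays, a second quantile normalization, an intensity trend with a robust prior, the methods' test (a one-way analysis of variance), array weights, the replicate number as a block, probe sets with any number of gene symbols, the mean of the probe sets of a gene, and leaving out each rat in turn. The within-group component as a covariate, the fit without the 3 rats that stand apart on it and the correlations with that component removed were added after seeing the data. The spread of the calls over the chromosomes was not tested, since the annotation used here is of another genome build than the paper's.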

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

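The comparison with the miRNA arrays and the fit with the within-group component as a covariate were chosen only after the results were seen. In all, 23 genes were higher after TBI at an adjusted p under 0.05 in limma, in 6 of 6 TBI rats against all controls, apart from those set aside. Set aside were genes the paper's text names, the S3 Table targets and the interneuronal markers. Some of the named genes appear in the paper only for other measurements. They are Gfap (immunostaining), Gapdh (PCR reference), and Hey1, Hey2 and Hes5 (perilesional cortex). The paper's full lists of miRNA targets and NOTCH1 targets were not compared with these genes. On the log2 scale the fold changes were 1.26 for Serping1, 0.81 for Gal, 0.75 for Gpnmb, 0.68 for Pla2g7, 0.65 for Slfn9 and 0.64 for A2m. They were 0.50 for both S100a4 and Flnc, 0.47 for Prlhr, 0.45 for Gsn, 0.44 for Efemp1, 0.42 for Aox1, 0.41 for Slc14a1 and 0.41 for Cd44. Smaller rises were 0.40 for Fxyd1, 0.38 for Fabp7, 0.37 for F3, 0.36 for Plp2, 0.34 for Smad9, 0.29 for Mlc1, 0.28 for Pbld1, 0.27 for Naprt and 0.24 for Pdlim3.

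In 16 of 198 groups tested, a single rat lay far from the others of its group, where chance gives 9.9. Control rat 2 lay apart with log2 values of 11.78 for Gapdh, 7.01 for Hes5, 8.66 for Ndufa9 and 9.46 for Psmb7, and control rat 1 with 7.11 for Hey1, 9.65 for Mrpl42, 4.18 for Cd44 and 7.42 for Nrarp. Control rat 3 lay apart with 7.60 for Pdpn, control rat 4 with 5.50 for Emcn and control rat 5 with 4.10 for Clec14a. Among the TBI rats, rat 1 lay apart with 3.88 for Calb2, rat 2 with 5.93 for Aox1 and 6.57 for Nefh, and rat 4 with 9.05 for Gad1. The median of the probe sets tested was 6.07 on the array of TBI rat 3, above all other TBI arrays.

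Other splits of the 11 rats into 6 and 5 were drawn, 100 with the real one. As many probe sets higher at an adjusted p under 0.05 were found in 2 splits (25 in the real split, at most 712 elsewhere). As many lower were found in 2 splits (2 against at most 1700). The real split is included in both. These shares lie under 0.05, but they rest on 100 drawn splits and were not adjusted for the number of results tested. Chance is therefore not firmly excluded for these counts. It cannot be excluded for the counts at an unadjusted p under 0.05, which 10 splits reached for higher probe sets (888 against at most 2784) and 34 for lower ones (334 against at most 3544), nor for the 946 probe sets called with the within-group component as a covariate, which 20 splits reached (at most 4921). Splits that call several times the real count point to a structure of the samples. For the median log2 fold change of the interneuronal markers (-0.31, furthest other -0.24), only the real split, 1 of 100, was as large. That was so for the S3 Table targets too (0.18, furthest other 0.15), but the study chose them as higher in the real split, so the splits decide nothing about chance there. For the Notch pathway components 19 splits gave as large a median (0.040, furthest other 0.096) and for the canonical Notch targets 46 (0.025, furthest other 0.064), so chance cannot be excluded.

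A candidate for this structure is the within-group component on which control rat 2 and TBI rats 1 and 3 stand apart. Whether the splits with high counts follow that component was not tested. Remaining differences between the value distributions of whole arrays are argued against as the source of the component. It kept 99.8% of its share of the variance after a second quantile normalization, which makes these distributions equal. That step cannot remove intensity effects that differ between probe sets, so such effects stay open. The miRNA arrays of the same rats hold a like component, 83.2% of their within-group variance, and both order the rats nearly alike (Spearman's rho 0.964, exact permutation within groups, p = 5.8e-05), which is consistent with a source in the RNA samples or the tissue rather than in the hybridisation of either array type. Different mixtures of cell types stay open, since marker genes of cell types moved 1.20 times as much along it as other genes, between the bounds set for either answer, and no list moved with it at an adjusted p under 0.05 in camera (lowest adjusted p 0.067). RNA quality, dissection and injury severity were not tested, and the design gives no biological factor within the groups.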

How the results depend on the processing

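The component as a covariate, the fit without the 3 rats that stand apart and the correlations with the component removed were chosen after seeing the data. The median of the interneuronal markers kept its direction and passed camera's threshold under all 22 alternatives run (-0.35 to -0.27). That of the S3 Table targets lay between 0.16 and 0.20, which says nothing about stability since the study chose these genes as higher in these rats. Notch1 stayed higher in all 21 alternatives run (0.18 to 0.24), and Hrnbp3 stayed below 0 and short of the threshold (-0.21 to -0.10). Notch1 passed at an adjusted p under 0.05 only with array weights (0.22), with the component as a covariate (0.21) and without the 3 rats (0.24). The adjusted p of Notch1 ran from 0.0037 to 0.999 over its alternatives. The Notch pathway list passed over probe sets with a mean of at least 5 (0.0485). The correlation of Notch1 with miR-139-5p missed the threshold within the 6 TBI rats (-0.66), where fewer rats were tested, and turned to 0.227 with group means and the component removed. With group means alone removed it was -0.62 (p = 0.048, permutation test), which is undecided since the shuffle did not allow for the fitted means. The correlation with the 12 miRNAs missed the threshold only with group means and the component removed (-0.127) among the 18 alternatives run. Over all of them the correlations ran from -0.88 to 0.23 and from -0.95 to -0.13. Leaving out a rat gave -0.88 to -0.73 and -0.95 to -0.87. Clustering on the S3 Table targets misplaced 0 rats with average linkage and 2 with median-centred arrays. Clustering on all 17905 probe sets in place of these targets misplaced 5.

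The counts at an adjusted p under 0.05 moved most. They were 25 higher and 2 lower, then 6 higher with median-centred arrays, 9 higher with a second quantile normalization, 7 and 1 with the methods' analysis of variance, 12 and 1 with any number of gene symbols, 243 and 67 with array weights, 451 and 495 with the component as a covariate, and 179 and 92 without the 3 rats. All 27 probe sets were called with array weights, with the covariate and without the 3 rats, and 8 with the analysis of variance. At an unadjusted p under 0.05, 888 higher and 334 lower became 502 and 678 with median-centred arrays, 1866 and 1371 with array weights, 1765 and 1508 with the covariate, and 1748 and 1859 without the 3 rats. The cause was not tested. Leaving out a rat gave 4 to 31 higher and 1 to 4 lower at an adjusted p under 0.05, and 652 to 1521 higher and 236 to 669 lower at an unadjusted one. The higher count fell to 7, 10, 6, 6 and 4 without control rats 1 to 5 in this order and to 7, 5 and 6 without TBI rats 4, 5 and 6, and the lower count was 1 without each of the 5 controls and without TBI rats 1, 5 and 6, and 4 without TBI rat 2. Without TBI rat 1 the unadjusted counts were 1521 and 541, and without TBI rat 3 the lower one was 669.

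The replicate numbers do not pair the rats. The deviations of same-numbered rats correlated at -0.65, -0.50, -0.41, -0.26 and 0.11, and 0 rats correlated best with their own number. With the replicate number as a block, 3 probe sets were higher and 0 lower at an adjusted p under 0.05, and 515 and 147 at an unadjusted one.

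The direction of lists and genes that did not pass the test turned in some settings. The granule cell median was -0.00728 with a mean of at least 5 and with the mean of the probe sets, -0.0211 with median-centred arrays, -0.0426 with array weights, -0.0560 without the 3 rats and -0.0319 to 0.0328 leaving out a rat. It passed camera's threshold with array weights, without the 3 rats and without TBI rat 1 (-0.0319) or TBI rat 3 (-0.0210). The pyramidal cell median was -0.0168 with median-centred arrays, -0.00107 with a second quantile normalization and -0.0378 to 0.0483 leaving out a rat. The oligodendrocyte progenitor median was 0.000165 with a second quantile normalization, 0.0285 with array weights, 0.0328 without the 3 rats and -0.0269 to 0.0258 leaving out a rat. The olfactory receptor median was -0.00910 and Gapdh -0.0149 with median-centred arrays, Gapdh was -0.0196 with a second quantile normalization, and the myelin median was 0.0442 with array weights. Counted over the lists and named genes apart from Notch1, Hrnbp3, the Notch lists, the interneuronal markers and the S3 Table targets, 482 and 1716 values under alternatives kept direction and side of the threshold, 13 and 185 fell short of it and 30 and 99 newly passed it. Some alternatives, such as the intensity trend and the analysis of variance, cannot change the fold change of a gene, so its direction is fixed there. The 23 and 2 values that turned are those of the lists and of Gapdh just described. Signals near the background of 3.06 have little room to fall. The calls per chromosome and their alternative threshold were not run.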

Differences from the paper's values

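The paper's methods lead to 11704 rows in its S2 Table, and 17905 probe sets passed the same stated filters here, with gene symbols from the platform annotation used. The paper reports 212 genes lower after TBI at p under 0.05, and 334 probe sets were lower at that threshold in limma. These counts are over sets of unlike size, 11704 rows and 17905 probe sets. Of the 798 calls at p under 0.05 in the readable part of S2 Table that were among the probe sets tested, 794 were also called in limma. Of the alternatives set before the deposited values were examined, the values came within 1.5 times the paper's with a mean log2 value of at least 5 (268), with the replicate block (147), and without control rats 2 to 5 (274, 267, 236 and 237) or TBI rats 4 to 6 (239, 245 and 245). They did not with no floor and no filter (347), median-centred arrays (678), a second quantile normalization (501), the intensity trend (320), the methods' analysis of variance (330), array weights (1371), any number of gene symbols (440), or without control rat 1 (437) or TBI rats 1, 2 and 3 (541, 320 and 669).

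The part of the paper's S2 Table that could be read holds 8 probe sets at an adjusted p under 0.05, and 27 passed here, all 8 of the paper's among them. The methods' analysis of variance gave 8, and they were the paper's 8. Values within 1.5 times the paper's were also found with median-centred arrays (9), a second quantile normalization (11), and without control rats 1 to 4 (8, 11, 7 and 7) or TBI rats 4 to 6 (9, 6 and 7). They were not with no floor and no filter (25), a mean of at least 5 (28), the intensity trend (26), array weights (310), the replicate block (3), any number of gene symbols (13), or without control rat 5 (5) or TBI rats 1 to 3 (22, 32 and 34).

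The paper states that NOTCH1 target genes are enriched among the genes highest on the arrays. The lists of canonical Notch targets and of Notch pathway components used here, which are not the paper's target list, had medians of 0.025 and 0.040 and adjusted p-values of 0.79 and 0.15 from camera. With a mean log2 value of at least 5 the pathway list passed (adjusted p = 0.044, where the alternatives ranged from 0.044 to 0.45). Notch1 itself was 1.16-fold higher, as in the paper. The legend of Fig. 4 gives the correlation of Notch1 with the miRNA component a positive sign and the text a negative one. The sign of a component is arbitrary, and with miRNA values rising along it the correlation was -0.90.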

Other observations

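The comparison of the astrocyte with the oligodendrocyte list was chosen only after the result was seen. Among the groups not yet described were the genes of cytosolic ribosomal proteins. Of 55 measured, none passed over all probe sets in limma (7 higher and 1 lower at an unadjusted p under 0.05) and 4 were higher when adjusted over the list alone. Rpl36a had a log2 fold change of 0.56 (standard error 0.11, adjusted p = 0.094 from limma), with its other probe sets at 0.58 and 0.57, and Rpl41 one of 0.35. The list as a whole did not pass over all rats in camera (median 0.046, adjusted p = 0.051), while fry gave an adjusted p of 0.019. Of 14 genes of neurogenesis and progenitors, 1 was higher (3 when adjusted over the list alone), Fabp7 with a log2 fold change of 0.38. Its call was lost in 8 of 11 fits with 1 rat left out (those without any control and without TBI rat 4, 5 or 6). Hopx and Sox2 had values of 0.27 and 0.15. This list had an adjusted p of 0.051 from camera and 0.0013 from fry. The 83 genes of oxidative phosphorylation and 37 proteasome genes had medians of -0.021 and -0.025 (adjusted p = 0.0018 from camera for both, adjusted p = 0.13 and 0.26 with an estimated correlation), the first list missed the threshold with a second quantile normalization, and no member passed alone (3 higher and 6 lower, and 0 higher and 2 lower, at an unadjusted p under 0.05). The lists of pyramidal cell, choroid plexus, resting microglia, class II, myelin, oligodendrocyte progenitor, immediate early and olfactory receptor genes did not pass, with adjusted p-values of 0.98, 0.55, 0.13, 0.40, 0.13, 0.39, 0.051 and 0.84 from camera.

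Some of the lists that did not pass in camera did so when 1 rat was left out. The resting microglia list passed without control rat 2 (median 0.20, against 0.13 with all rats), and the myelin list without control rat 3 (-0.092) and without TBI rat 5 (-0.080, against -0.050 with all rats). The immediate early list, with a median of -0.027 over all rats, passed without control rats 3, 4 and 5 (-0.024, -0.064 and -0.049) and without TBI rats 2, 4 and 6 (-0.045, -0.056 and -0.045). The ribosomal list passed without control rat 1 (0.048) and without TBI rats 3, 5 and 6 (0.044, 0.051 and 0.034), and the neurogenesis list without control rat 4 (0.048) and without TBI rats 2, 4 and 6 (0.044, 0.050 and 0.052). Of the other alternatives, 8 of 11 let the ribosomal list pass, 2 of 11 the immediate early list, 2 of 11 the resting microglia list and 1 of 11 the neurogenesis list.

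The paper reports Hey1, Hey2 and Hes5 as higher in the perilesional cortex. On the dentate gyrus arrays none of the 3 passed limma's test, and none was at an unadjusted p under 0.05.

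The 10 probe sets with the lowest p for the within-group component, chosen after their values were seen, were of U2surp, Ap1s1, Ubxn8, Chm, Sar1b, Prpf39, Lmbr1, Rbm25, Orc4 and Tmem256. Their fitted changes from the lowest to the highest score were 1.65, 1.63, 1.62, 1.55, 1.44, 1.25, 1.15, 1.13, 1.08 and -0.99 on the log2 scale.

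Whether the correlation of Notch1 with the 12 miRNAs is a relation of its own or part of a component shared by many genes cannot be told apart. Of all probe sets, 2.36% correlated as strongly, below the 5% and above the 1% set for either answer, and the correlation within groups went from -0.86 to -0.13 once the mRNA component was taken out. Because the mRNA and miRNA components order these rats nearly alike, a candidate explanation is that both Notch1 and the miRNAs follow it. A regulation of Notch1 by these miRNAs stays open.

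Explanations of the higher Notch1 signal after TBI by cell mixture were weighed and none could be decided. A lower share of neurons would raise astrocyte and oligodendrocyte genes alike. The astrocyte list mean was higher by 0.097 and the oligodendrocyte mean changed by -0.049 (difference 0.15, standard error 0.076, exact permutation p = 0.0996). With the astrocyte list mean as a covariate, Notch1 kept 103.4% of its difference (0.22, standard error 0.10), a spread too wide to exclude a larger share of astrocytes. A change of Notch1 within cells after injury was not tested.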
